# Sex Effects on Gene Expression in Lacrimal Glands of Mouse Models of Sjögren Syndrome

**DOI:** 10.1167/iovs.18-25772

**Published:** 2018-11

**Authors:** Sara Tellefsen, Mathias Kaurstad Morthen, Stephen M. Richards, Scott M. Lieberman, Raheleh Rahimi Darabad, Wendy R. Kam, David A. Sullivan

**Keywords:** sex differences, Sjögren syndrome, lacrimal gland, gene expression, MRL/lpr-lpr/lpr mice, nonobese diabetic mice

## Abstract

**Purpose:**

Sjögren syndrome is an autoimmune disease that occurs primarily in women, and is associated with lacrimal gland inflammation and aqueous-deficient dry eye. We hypothesize that sex-associated differences in lacrimal gland gene expression are very important in promoting lymphocyte accumulation in this tissue and contribute to the onset, progression, and/or severity of the inflammatory disease process. To test our hypothesis, we explored the nature and extent of sex-related differences in gene expression in autoimmune lacrimal glands.

**Methods:**

Lacrimal glands were collected from age-matched, adult, male and female MRL/MpJ-Tnfrsf6^lpr^ (MRL/lpr) and nonobese diabetic/LtJ (NOD) mice. Glands were processed for the analysis of differentially expressed mRNAs by using CodeLink Bioarrays and Affymetrix GeneChips. Data were evaluated with bioinformatics and statistical software.

**Results:**

Our results show that sex significantly influences the expression of thousands of genes in lacrimal glands of MRL/lpr and NOD mice. The immune nature of this glandular response is very dependent on the Sjögren syndrome model. Lacrimal glands of female, as compared with male, MRL/lpr mice contain a significant increase in the expression of genes related to inflammatory responses, antigen processing, and chemokine pathways. In contrast, it is the lacrimal tissue of NOD males, and not females, that presents with a significantly greater expression of immune-related genes.

**Conclusions:**

These data support our hypothesis that sex-related differences in gene expression contribute to lacrimal gland disease in Sjögren syndrome. Our findings also suggest that factors in the lacrimal gland microenvironment are critically important in mediating these sex-associated immune effects.

Sjögren syndrome is an autoimmune disease often accompanied by chronic and extensive inflammation of the lacrimal glands.^1,2^ This lymphocyte infiltration may severely damage acinar and ductal epithelial cell function, resulting in a significantly diminished output of aqueous tears.^1^ In consequence, Sjögren syndrome is a leading cause of aqueous-deficient dry eye disease.^1^

One of the most compelling features of Sjögren syndrome is that it affects predominantly females.^3–5^ In fact, female sex is a significant risk factor for the development of Sjögren syndrome, given that 93% of the patient population is female.^3–5^ This sexual dichotomy is frequently linked to fundamental sex-related differences in the immune system.^4,6,7^ Women have a more potent and competent systemic immune capability than men, and this heightened immunological activity is believed to contribute to the much greater incidence of many autoimmune diseases in females.^3,4,6,7^ Indeed, women constitute almost 80% of the 20 million people in the United States with autoimmune disease.^8^

We hypothesize that sex-associated differences in lacrimal gland gene expression are also very important in promoting lymphocyte accumulation in this tissue and contribute to the onset, progression, and/or severity of the inflammatory disease process. Consistent with this hypothesis is our discovery that the expression of a number of proto-oncogenes and apoptotic genes are significantly increased in the inflamed lacrimal tissues of female, as compared with male, MRL/lpr mice.^9^

To continue to test our hypotheses, we sought to explore further the nature and extent of sex-related differences in gene expression in autoimmune lacrimal glands. Toward that end, we examined and compared the gene expression in lacrimal glands of female and male MRL/MpJ-Tnfrsf6^lpr^ (MRL/lpr) and nonobese diabetic/LtJ (NOD) mice, respectively. The extent of lacrimal and salivary gland inflammation in MRL/lpr mice is, as in humans, far greater in females as compared with males.^10^ In contrast, although the salivary gland immunopathology in NOD mice is more extensive in females, the magnitude of lacrimal gland inflammation is far worse in NOD males (Toda I, et al. *IOVS* 1997;34:ARVO Abstract 434).^10,11^ We believe that this differential autoimmune expression in lacrimal glands of MRL/lpr and NOD mice reflects, in large part, the influence of local tissue, as compared with systemic, factors.

## Materials and Methods

### Animals and Tissue Collections

Adult male and female MRL/lpr and NOD mice were obtained from the Jackson Laboratories (Bar Harbor, ME, USA). Mice (*n* = 15 to 18/sex/strain) were housed in constant temperature rooms with fixed light/dark intervals of 12 hours' length. When indicated, mice were killed by CO_2_ inhalation and exorbital lacrimal glands were removed for molecular biological procedures. Lacrimal gland samples were prepared by combining tissues from five to six mice/sex/group. Three different sample preparations were made for each tissue/sex/group and then processed for the analysis of gene expression.

All research experiments with mice were approved by the Institutional Animal Care and Use Committee of The Schepens Eye Research Institute and adhered to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research.

### Molecular Biological Procedures

Total RNA was extracted from lacrimal glands by using TRIzol reagent (Invitrogen Corp., Carlsbad, CA, USA) and purified with RNAqueous spin columns (Ambion, Austin, TX, USA). The lacrimal gland RNA samples were treated with RNase-free DNase (Invitrogen), analyzed spectrophotometrically at 260 nm to determine concentration, and evaluated with an RNA 6000 Nano LabChip and an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) to confirm RNA integrity. The RNA samples were then stored at −80°C until further processing.

Gene expression was examined by the use of two procedures. One involved the processing of RNA samples for hybridization to CodeLink UniSet Mouse 20K I Bioarrays (*n* ∼ 20,000 genes/array; Amersham Biosciences/GE Healthcare, Piscataway, NJ, USA), according to detailed methods.^12^ cDNA was synthesized from RNA (2 μg) with a CodeLink Expression Assay Reagent Kit (Amersham) and purified with a QIAquick purification kit (Qiagen, Valencia, CA, USA). Samples were dried, and cRNA was generated with a CodeLink Expression Assay Reagent Kit (Amersham), recovered with an RNeasy kit (Qiagen) and quantitated with an UV spectrophotometer. Fragmented, biotin-labeled cRNA was then incubated and shaken at 300 rpm on a CodeLink Bioarray at 37°C for 18 hours. After this time period, the Bioarray was washed, exposed to streptavidin-Alexa 647, and scanned by using ScanArray Express software and a ScanArray Express HT scanner (Packard BioScience, Meriden, CT, USA) with the laser set at 635 nm, laser power at 100%, and photomultiplier tube voltage at 60%. Scanned image files were evaluated by using CodeLink image and data analysis software (Amersham), which yielded both raw and normalized hybridization signal intensities for each array spot. The intensities of the approximately 20,000 spots on the Bioarray image were standardized to a median of 1. Normalized data, with signal intensities greater than 0.50, were analyzed with bioinformatic software (Geospiza, Seattle, WA, USA). This sophisticated software also created gene ontology, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and *z*-score reports. The ontologies encompassed biological processes, molecular functions, and cellular components and were organized according to the recommended guidelines of the Gene Ontology Consortium (http://www.geneontology.org/GO.doc.html).^13^

The second method to examine differential gene expression involved the hybridization of each cRNA (20 μg) sample to a GeneChip Mouse Genome 430A 2.0 Array (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's protocol. Reagents for the fragmentation and hybridization steps were from a GeneChip HT One-Cycle Target Labeling and Control Kit, and materials for the washing and staining steps came from a GeneChip HWS kit (Affymetrix). Hybridized GeneChips were scanned with an Affymetrix Model 700 Scanner and expression data files were created from array images by using Affymetrix Microarray Suite 4.0 software. GeneChip data were standardized by choosing the default scaling in Affymetrix GeneChip Operating Software, which yields a trimmed mean intensity of 500 for each GeneChip microarray. Normalized data with a quality value of 1.0 were then analyzed with Geospiza GeneSifter software (Geospiza).

Counts of unique mappings of probes to gene identifications in the CodeLink and Affymetrix arrays showed that there were 15,711 and 13,265 unique genes, respectively, in these arrays. Analysis of the intersection of these lists demonstrated that there was an overlap of 11,299 genes.

Gene expression data were examined without log transformation and statistical analyses of these data were performed with Student's *t*-test (two-tailed, unpaired) by using the GeneSifter software. Our statistical approach was not tailored for multiple comparisons. Genes that were expressed in the same direction in different groups were identified by using GenBank accession numbers and an intersector program (Geospiza). Data used for these CodeLink and Affymetrix arrays are accessible for free download through the National Center for Biotechnology Information's Gene Expression Omnibus via series accession number GSE5876.

## Results

### Influence of Sex on Gene Expression in Lacrimal Glands of MRL/lpr and NOD Mice

To determine the influence of sex on gene expression in lacrimal glands of autoimmune mice, tissues were obtained after disease onset^10^ from MRL/lpr (*n* = 18 mice/sex; age = 19.8 ± 0.3 weeks old) and NOD (*n* = 15 mice/sex; age = 21.4 weeks old) mice. Glands were pooled according to sex and group (*n* = 10–12 glands/sex/sample; *n* = 3 samples/sex/group), processed for the isolation of total RNA, and examined for differentially expressed mRNAs by using CodeLink Bioarrays and Affymetrix GeneChips. 

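Glands of both sexes from the MRL/lpr and NOD strains gave 4 groups on each platform, with n = 3 RNA pools per group and 24 arrays in all. The labels of the CodeLink samples mention a placebo, which the paper does not, and the labels give 5 to 8 mice per pool where the paper's numbers of glands give 5 to 6. The sex of every array follows from genes of the sex chromosomes. On CodeLink, Eif2s3y, a Y-linked translation initiation factor (Gene ID 26908, chromosome Y, 1010562 to 1049134), ranged from 0.144 to 0.272 in female arrays and from 8.38 to 13.9 in male arrays. On Affymetrix, Xist, the RNA that silences an X chromosome in female cells (Gene ID 213742, chromosome X, 103460373 to 103483233), ranged from 961 to 3987 in females and from 24.2 to 181 in males. Positions here and in the other passages are on mouse genome build GRCm38.p6. The CodeLink arrays differed in brightness between the groups. Raw intensity per normalized unit was 19.7 to 28.4 in MRL/lpr females, 15.9 to 17.8 in MRL/lpr males, 11.4 to 12.6 in NOD females and 13.4 to 20.1 in NOD males. Spots not well above background made up 38.8 to 46.3% of the spots in MRL/lpr females, 48.0 to 50.2% in MRL/lpr males, 53.4 to 56.2% in NOD females and 45.9 to 53.6% in NOD males. The Affymetrix signals have trimmed means between 26.9 and 74.1, with medians of 51.3 in MRL/lpr females, 30.0 in MRL/lpr males, 35.9 in NOD females and 50.9 in NOD males. Each array was scaled to 500, a step added once the values had been seen. A fold is the ratio of untransformed group means, and the log2 difference of a gene ± its standard error and the adjusted p come from a limma fit to the 12 arrays of a platform. The ± after the mean of a gene list is the standard error over its genes, and does not measure the spread among arrays. Where every array of the lower sex lies at background on CodeLink, or at or under the filter value of 100 on Affymetrix, that sex is set to its floor per array, and the fold, then a ratio of geometric means, is a lower bound and is written "at least".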

Microarray data were analyzed with Geospiza bioinformatics software.

Our findings demonstrate that sex has a significant impact on the expression of thousands of genes in lacrimal glands of MRL/lpr and NOD mice (Table 1). 

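Some genes that oxidize fatty acids, steroids and drugs differed by sex in both strains. Cyp4a12a, an omega-hydroxylase of fatty acids (Gene ID 277753, chromosome 4, 115299046 to 115332815), was higher in males 38.0-fold in MRL/lpr and 45.6-fold in NOD on Affymetrix (log2 differences 4.93 ± 0.17 and 5.32 ± 0.17, n = 3 arrays per sex). Its neighbour Cyp4a12b was 27-fold and 38.2-fold higher in males on CodeLink, and Fmo5, a flavin monooxygenase, was 57.7-fold and 45.4-fold higher in males on Affymetrix. Without NOD female replicate 2 its NOD fold is at least 44.5-fold, since the other females lie under the filter value. Cyp2f2, which activates aromatic compounds, lay on the female side: 2.69-fold (adjusted p = 0.000901) in MRL/lpr and 3.38-fold (adjusted p = 0.000374) in NOD on CodeLink. Cyp2b10, another drug-metabolizing enzyme, was higher in males 5.23-fold (adjusted p = 2.1e-12) in MRL/lpr and 1.53-fold (adjusted p = 0.000795) in NOD on Affymetrix. Over all probes, 1802 on CodeLink were higher in MRL/lpr females and 1057 in MRL/lpr males, against 2801 and 1569 in NOD, out of 13105 tested. Affymetrix gave 1105 and 963 in MRL/lpr and 1067 and 1334 in NOD, out of 16167. Unscaled, these Affymetrix counts are 540.0, 61, 39 and 602, so all of these counts depend on the scaling. With quantile normalization the NOD counts on CodeLink are 1996 and 1781, and with spots at background set missing 741 were higher in NOD males. Without MRL/lpr female replicate 1, 1178 CodeLink probes were higher in MRL/lpr females. A fit without an intensity trend gives 727 and 694 Affymetrix probes higher in MRL/lpr and NOD females, and the methods' t-test with adjustment lowers every count but that of MRL/lpr males on CodeLink by more than 1.5-fold. Differences above 2-fold were 549 and 487 of the CodeLink probes in MRL/lpr, 695 and 785 in NOD, and 566, 383, 351 and 890 on Affymetrix in the same order. Of 20 P450 and flavin monooxygenase genes on CodeLink, MRL/lpr had 3 higher in females, 4 higher in males and 13 not passing (5 and 5 adjusted over the list alone), and NOD had 3, 5 and 12 (3 and 6). As a set they were higher in NOD males (mean log2 difference 0.77 ± 0.47, adjusted p = 0.0182, and adjusted p = 0.0765 with an estimated correlation), and did not pass in MRL/lpr (0.62 ± 0.47, adjusted p = 0.131); quantile normalization, or setting spots at background to missing, ends the NOD call. Affymetrix, with 20 members, gave 2, 4 and 14 in MRL/lpr (4 and 4 over the list alone) and 3, 4 and 13 in NOD (5 and 4). The set was higher in MRL/lpr males there, a call near the threshold that quantile normalization, a fit without an intensity trend and several other settings end (mean log2 difference 0.77 ± 0.50, adjusted p = 0.0391, and adjusted p = 0.204 with an estimated correlation), and in NOD the median female minus male, 0.35, and the mean, -0.41, differ in sign (adjusted p = 0.882; higher in males as a set with unscaled signals).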

Non-sex chromosome genes with the greatest differences in terms of expression ratios in MRL/lpr mice are shown in Table 2. 

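Several of the largest MRL/lpr differences on CodeLink did not pass on Affymetrix. Pkdrej, a polycystin relative of sperm (Gene ID 18766, chromosome 15, 85814676 to 85821733), was higher in females at least 7.97-fold (log2 difference 3.38 ± 0.19, adjusted p = 8.0e-08) on CodeLink with n = 3 arrays per sex, and did not pass on Affymetrix (log2 female minus male 0.12 ± 0.55, adjusted p = 0.930). Grwd1, a chaperone of ribosomal proteins (Gene ID 101612, chromosome 7, 45825223 to 45830994), was higher in MRL/lpr males 69.4-fold (log2 difference 5.69 ± 0.16, adjusted p = 1.1e-10) on CodeLink, against log2 female minus male 0.20 ± 0.27, adjusted p = 0.723 on Affymetrix. Slc8b1, the mitochondrial sodium and calcium exchanger (Gene ID 170756, chromosome 5, 120511168 to 120534024), was higher in males 70.9-fold (log2 difference 5.54 ± 0.43, adjusted p = 1.3e-06) on CodeLink, and Affymetrix called no difference (adjusted p = 0.915). Mrap, which carries melanocortin receptors to the cell surface (Gene ID 77037, chromosome 16, 90738207 to 90749785), was higher in males on both: at least 42.5-fold (log2 difference 6.00 ± 0.25, adjusted p = 7.5e-14) on Affymetrix and 31.9-fold (log2 difference 4.72 ± 0.24, adjusted p = 2.9e-08) on CodeLink. The uncharacterized gene 2310057J18Rik (Gene ID 67719, chromosome 10, 28972288 to 28986306) was higher in males 24.1-fold (log2 difference 6.05 ± 0.78, adjusted p = 8.1e-06) on Affymetrix, or 202-fold without MRL/lpr female replicate 1, and CodeLink had no named probe for it in the fit. With 3 arrays on each side, 10% of unaffected probes would also show sexes that do not overlap, so Grwd1, Slc8b1 and Pkdrej rest on the size of their differences.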

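Pnliprp1, which encodes a pancreatic lipase-related protein (Gene ID 18946, chromosome 19, 58728887 to 58744169), was far higher in females in MRL/lpr glands. On Affymetrix its mean was 24301 ± 5399.7 in females and 38.5 ± 32.8 in males (mean ± SD, n = 3 arrays each), or at least 239-fold (log2 difference 8.15 ± 0.23, adjusted p = 3.0e-17). On CodeLink it was at least 330.1-fold (log2 difference 8.61 ± 0.31, adjusted p = 9.3e-10). Asgr1, an endocytic receptor for galactose-ended glycoproteins (Gene ID 11889, chromosome 11, 70048909 to 70057895), was higher in females 67.6-fold (log2 difference 5.81 ± 0.25, adjusted p = 6.9e-09) on CodeLink and at least 38.1-fold (log2 difference 5.23 ± 0.31, adjusted p = 2.2e-11) on Affymetrix. The calcium-binding alarmins S100a8 (Gene ID 20201, chromosome 3, 90669071 to 90670034) and S100a9 (Gene ID 20202, chromosome 3, 90692630 to 90695721) were also higher in MRL/lpr females. S100a8 was at least 16.4-fold (log2 difference 3.899 ± 0.21, adjusted p = 5.0e-08) on CodeLink and at least 15.8-fold (log2 difference 3.89 ± 0.40, adjusted p = 2.9e-07) on Affymetrix, and S100a9 was at least 26.5-fold (log2 difference 4.41 ± 0.30, adjusted p = 3.7e-07) and 21.4-fold (log2 difference 3.82 ± 0.41, adjusted p = 4.4e-07). Gdf5, a bone morphogenetic protein relative (Gene ID 14563, chromosome 2, 155941023 to 155945367), was higher in females at least 5.18-fold (adjusted p = 3.0e-07) on CodeLink and at least 5.06-fold (adjusted p = 3.3e-06) on Affymetrix. Ly6f, a glycolipid-anchored surface protein (Gene ID 17071, chromosome 15, 75268372 to 75272237), was higher in males 105-fold (log2 difference 6.27 ± 0.16, adjusted p = 5.5e-11) and 171-fold (log2 difference 6.96 ± 0.20, adjusted p = 3.0e-17), and Cyp2j13, an epoxygenase of arachidonic acid (Gene ID 230459, chromosome 4, 96042660 to 96077566), at least 148-fold (log2 difference 7.13 ± 0.16, adjusted p = 5.5e-11) and 84.7-fold (log2 difference 6.22 ± 0.36, adjusted p = 1.9e-11), in the same order. Camp, an antimicrobial peptide of neutrophil granules, rose in females at least 3.95-fold (adjusted p = 1.6e-06) and 5.31-fold (adjusted p = 0.0323), and the granule protein Ngp at least 3.72-fold (adjusted p = 3.8e-05) and 5.07-fold (adjusted p = 6.2e-05). Single arrays lift the lower sex over the Affymetrix filter value: without MRL/lpr male replicate 2 the folds of S100a9 and Camp there are at least 16.5-fold and at least 2.35-fold, and without MRL/lpr female replicate 2 that of Cyp2j13 is at least 90.4-fold. Of 10 neutrophil markers on CodeLink, 5 higher in females, 0 higher in males and 5 not passing (5 and 0 adjusted over the list alone), with a mean log2 difference of 1.42 ± 0.52 (adjusted p = 0.00140, and adjusted p = 0.127 with an estimated correlation). On Affymetrix the 10 markers split into 6, 0 and 4 (6 and 0), with 1.38 ± 0.46 (adjusted p = 5.4e-05). In NOD glands the neutrophil markers did not pass as a set: 1, 1 and 8 with adjusted p = 0.375 on CodeLink, and 1, 2 and 7 with adjusted p = 0.649 on Affymetrix.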

Genes, such as pancreatic lipase-related protein 1, asialoglycoprotein receptor, S100 calcium-binding proteins A8 and A9, and growth differentiation factor 5, were increased in females, and lymphocyte antigen 6 complex, locus F and cytochrome P450, family 2, subfamily j, polypeptide 13 in were higher in males, and the results were similar with both CodeLink and Affymetrix microarrays.

**Table 1:**
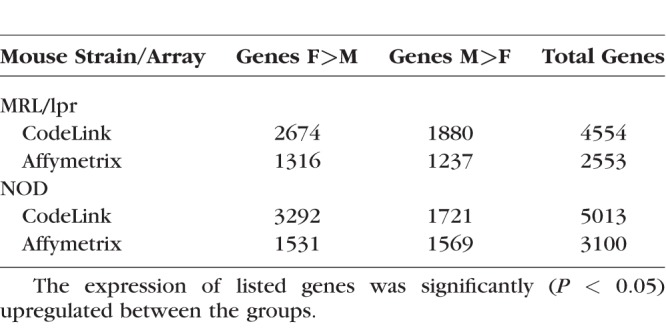
Number of Genes With Significant, Sex-Related Differences in Expression in Lacrimal Glands of MRL/lpr and NOD Mice

**Table 2:**
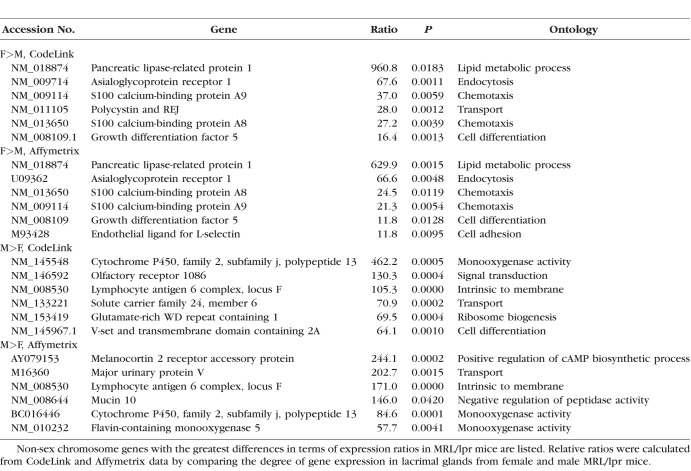
Influence of Sex on Gene Expression in Lacrimal Glands of MRL/lpr Mice

Additional genes of interest included that for cathepsin S, which is significantly increased in the tears of Sjögren syndrome patients,^14^ and is more highly expressed in lacrimal tissues of female MRL/lpr mice (CodeLink = 2.85-fold; Affymetrix = 3.03-fold). Also notable were the increased expression of X-chromosome genes, such as X inactive specific transcript (Xist) (CodeLink = 32.0-fold), domesticus antisense RNA from the Xist locus (Affymetrix = 27.7-fold), and moesin (Affymetrix = 3.45-fold) in females, and the X (androgen receptor; CodeLink = 1.7-fold) and Y (eukaryotic translation initiation factor 2, subunit 3; CodeLink = 60.1-fold; Affymetrix = 205.2-fold) chromosome genes in males.

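Ctss encodes cathepsin S, the protease that trims the invariant chain from MHC class II molecules (Gene ID 13040, chromosome 3, 95526786 to 95556405). In MRL/lpr glands it averaged 103 ± 27.6 in females and 36.2 ± 9.56 in males on CodeLink (mean ± SD, n = 3 arrays each), 2.85-fold (log2 difference 1.5 ± 0.23, adjusted p = 0.000399). On Affymetrix the means were 9889 ± 1887 and 3259 ± 802, 3.03-fold (log2 difference 1.60 ± 0.16, adjusted p = 2.8e-07). Cathepsin S is made mostly by macrophages, dendritic cells and B cells, and markers of macrophages were higher in the same glands. The pools mix all cells of the gland, so these arrays do not separate more transcript per cell from more such cells.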

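Xist was higher in MRL/lpr females 27.6-fold (log2 difference 4.39 ± 0.35, adjusted p = 5.8e-09) on Affymetrix, n = 3 arrays per sex. No CodeLink value for Xist is given here, because no named CodeLink probe carries that symbol, and its antisense transcript was not matched to a probe on either platform. Msn, which encodes moesin, a linker between the plasma membrane and actin (Gene ID 17698, chromosome X, 96096045 to 96168553), was higher in females 3.45-fold (log2 difference 1.65 ± 0.22, adjusted p = 1.4e-05) on Affymetrix, and not when its probe sets are averaged. On CodeLink, Msn lay at background in both sexes, so CodeLink gives no ratio for it. Eif2s3y, on the Y chromosome, was higher in males at least 15.8-fold (log2 difference 4.04 ± 0.18, adjusted p = 7.9e-09) on CodeLink and at least 4.23-fold (log2 difference 3.18 ± 0.41, adjusted p = 7.9e-06) on Affymetrix. Uty, a Y-linked histone demethylase (Gene ID 22290, chromosome Y, 1085187 to 1245773), was higher in males at least 2.21-fold (adjusted p = 4.8e-05) and at least 1.69-fold (adjusted p = 0.00179). Its X-linked relative Kdm6a, which escapes inactivation, was higher in females 1.99-fold (adjusted p = 0.000628) on CodeLink, and Eif2s3x, the X copy of Eif2s3y, 1.74-fold (adjusted p = 0.000146) on Affymetrix. Of 4 Y-linked genes on CodeLink, 0 higher in females, 2 higher in males and 2 not passing (0 and 3 adjusted over the list alone), and all 3 on Affymetrix were higher in males. The set's mean log2 difference, male minus female, was 1.499 ± 0.91 (adjusted p = 0.00185, and adjusted p = 0.127 with an estimated correlation) and 2.26 ± 0.48 (adjusted p = 0.000532). Among genes that escape X inactivation, CodeLink had 1, 0 and 2 of 3 (2 and 0 over the list alone; adjusted p = 0.246), and Affymetrix 3, 0 and 2 of 5 (3 and 0; mean log2 difference 1.17 ± 0.84, adjusted p = 0.000599). Sex chromosome genes without a named probe were not analysed here.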

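Some transcripts typical of salivary glands were far higher in females in NOD samples. Bpifa2, a secreted protein of the parotid gland (Gene ID 19194, chromosome 2, 154008276 to 154016073), was 267-fold (log2 difference 5.97 ± 1.48, adjusted p = 0.00673) higher in females on Affymetrix and 463-fold (log2 difference 7.33 ± 2.13, adjusted p = 0.0181) on CodeLink, n = 3 arrays per sex. Cst10, a cystatin (Gene ID 58214, chromosome 2, 149405249 to 149410278), was at least 23.0-fold (log2 difference 5.44 ± 1.40, adjusted p = 0.00937), and Amy1, salivary amylase (Gene ID 11722, chromosome 3, 113555952 to 113577750), 336-fold (log2 difference 4.899 ± 1.45, adjusted p = 0.0233) on Affymetrix. The spread among arrays is wide: Amy1 averaged 26279 ± 43458 in NOD females against 78.2 ± 41.6 in males (mean ± SD), and its CodeLink difference did not pass (adjusted p = 0.130). Without the array of NOD female replicate 3, the differences of Bpifa2, Cst10 and Amy1 no longer pass, and their Affymetrix folds are 47.7-fold, at least 4.3-fold and 15.3-fold, with 63.4-fold for Bpifa2 on CodeLink. Leaving out NOD male replicate 1 instead gives at least 77.6-fold and at least 355-fold for Bpifa2 on Affymetrix and CodeLink, and leaving out NOD female replicate 1 gives at least 91.7-fold for Cst10. Car6, a secreted carbonic anhydrase made by salivary and lacrimal acinar cells, was steadier: 8.36-fold (log2 difference 3.04 ± 0.20, adjusted p = 1.7e-07) on CodeLink and 5.75-fold (log2 difference 2.52 ± 0.16, adjusted p = 8.4e-11) on Affymetrix. Of 6 salivary gland genes on CodeLink, 3 higher in females, 1 higher in males and 2 not passing (4 and 1 adjusted over the list alone; adjusted p = 0.146). On Affymetrix the 12 genes split into 4, 2 and 6 (8 and 2), with a mean log2 difference of 1.68 ± 0.73 (adjusted p = 0.00470, and adjusted p = 0.169 with an estimated correlation), and that call is also lost without NOD female replicate 3. In MRL/lpr the same genes gave 2, 0 and 4 (adjusted p = 0.179) and 1, 1 and 10 (adjusted p = 0.782; higher in females with unscaled signals). Htra2, a mitochondrial protease, was 25.4-fold (adjusted p = 1.2e-08) higher in NOD females on CodeLink, but Affymetrix called no difference (adjusted p = 0.981). Ucma, a cartilage matrix protein, was at least 21.9-fold (adjusted p = 4.3e-09) higher in females and was tested on CodeLink alone. In males, the Hedgehog receptor Ptch1 was 53.9-fold (adjusted p = 4.1e-10) higher on CodeLink and the taste channel Trpm5 at least 34.3-fold (adjusted p = 4.3e-09), where Affymetrix called no difference (adjusted p = 0.924 and adjusted p = 0.823). Apof, an apolipoprotein, was higher in males on both, at least 20.9-fold (adjusted p = 1.5e-11) on Affymetrix and 5.17-fold (adjusted p = 7.6e-07) on CodeLink.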

Genes with many of the highest expression differences in terms of ratios in NOD mice are shown in Table 3. Some of these genes (e.g., female [F] > male [M], pancreatic lipase-related protein 1 and asialoglycoprotein receptor; M>F, cytochrome P450, family 2, subfamily j, polypeptide 13, and neuromedin U) showed analogous degrees of difference in both the CodeLink and Affymetrix microarrays. 

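Pnliprp1 in NOD glands averaged 80404 ± 8293 in females and 22 ± 25.3 in males on Affymetrix (mean ± SD, n = 3 arrays each), at least 801-fold (log2 difference 10.18 ± 0.23, adjusted p = 4.4e-19), and CodeLink gave at least 1649-fold (log2 difference 10.76 ± 0.31, adjusted p = 3.2e-10). The NOD female excess of Asgr1 was 19.2-fold (log2 difference 4.22 ± 0.25, adjusted p = 9.6e-08) on CodeLink and 15.3-fold (log2 difference 3.89 ± 0.31, adjusted p = 2.8e-09) on Affymetrix. Cyp2j13 was higher in NOD males at least 88.5-fold (log2 difference 7.35 ± 0.16, adjusted p = 4.0e-11) and at least 101-fold (log2 difference 7.01 ± 0.36, adjusted p = 3.1e-12). Nmu, a peptide that contracts smooth muscle and activates innate lymphoid cells (Gene ID 56183, chromosome 5, 76333495 to 76363777), was higher in NOD males at least 24.8-fold (log2 difference 5.68 ± 0.52, adjusted p = 3.6e-06) on CodeLink and at least 12-fold (log2 difference 4.24 ± 0.39, adjusted p = 2.5e-08) on Affymetrix. In MRL/lpr, Nmu passed on neither platform (adjusted p = 0.0807 and adjusted p = 0.728). The NOD folds of Pnliprp1, Cyp2j13 and Nmu are lower bounds on both platforms because every array of the lower sex lies at background or under the filter value.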

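Eif2s3y in NOD glands was higher in males at least 8.60-fold (log2 difference 4.01 ± 0.18, adjusted p = 1.2e-08) on CodeLink, a bound set by females at background, and 10.1-fold (log2 difference 2.63 ± 0.41, adjusted p = 6.2e-05) on Affymetrix (n = 3 arrays per sex). The Affymetrix fold rests on NOD female replicate 2: without that array the other females lie under the filter value, and the fold is at least 4.52-fold. Uty followed on CodeLink, at least 1.17-fold (adjusted p = 0.00124), and on Affymetrix narrowly did not pass (adjusted p = 0.0512). Kdm5d, a Y-linked histone demethylase, does not behave as a male gene on the CodeLink arrays. Its probe read 122 ± 19.9 in NOD females and 28.2 ± 4.84 in NOD males (mean ± SD), so that probe also detects something other than a Y transcript. On Affymetrix, Kdm5d did not pass in NOD (adjusted p = 0.137) and was at least 2.51-fold (adjusted p = 0.0119) higher in MRL/lpr males. Of 4 Y-linked genes on CodeLink, 1 higher in females, 2 higher in males and 1 not passing in NOD (1 and 2 adjusted over the list alone; adjusted p = 0.187). On Affymetrix the 3 genes gave 0, 1 and 2 (0 and 3), with a mean log2 difference, male minus female, of 1.61 ± 0.52 (adjusted p = 0.0168, and adjusted p = 0.0677 with an estimated correlation; lost without the intensity filter). Genes that escape X inactivation were higher in NOD females. On CodeLink all 3 passed (mean log2 difference 1.09 ± 0.17, adjusted p = 0.0167, and adjusted p = 0.0883 with an estimated correlation; lost when spots at background are set missing), and on Affymetrix 4, 0 and 1 of 5 (4 and 0 over the list alone; 1.29 ± 0.57, adjusted p = 3.4e-05). Kdm6a was 3.04-fold (adjusted p = 8.4e-06) and 2.68-fold (adjusted p = 0.00832), Xist 12.9-fold (adjusted p = 4.2e-07), or at least 12.7-fold without NOD male replicate 2, and the RNA helicase Ddx3x 2.2-fold (adjusted p = 0.000620) and 2.0-fold (adjusted p = 6.9e-06). Sex-linked genes without a named probe were not analysed here.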

Elevated levels of Y chromosome genes, including gene eukaryotic translation initiation factor 2, subunit 3 (CodeLink = 48.8-fold; Affymetrix = 10.1-fold) and DEAD box polypeptide 3 (Affymetrix = 115.1-fold) were also found in lacrimal glands of males, whereas the expression of the X-chromosome gene, androgen receptor (Affymetrix = 3.06-fold), was greater in female lacrimal tissues. In contrast to the results with MRL/lpr mice, the expression of cathepsin S (CodeLink = 3.85-fold; Affymetrix = 6.06-fold) and the X-linked gene moesin (Affymetrix = 6.32-fold) were significantly higher in male lacrimal glands, as compared with those of females.

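In NOD glands the cathepsin S gene Ctss averaged 126 ± 9.15 in males and 32.7 ± 7.77 in females on CodeLink (mean ± SD, n = 3 arrays each), 3.85-fold (log2 difference 1.95 ± 0.23, adjusted p = 2.9e-05) higher in males. On Affymetrix males had 7463 ± 601 and females 1232 ± 37.5, 6.06-fold (log2 difference 2.55 ± 0.16, adjusted p = 9.9e-11). Moesin's gene, Msn, averaged 1433 ± 129 in NOD males and 227 ± 56.3 in NOD females on Affymetrix, 6.32-fold (log2 difference 2.44 ± 0.22, adjusted p = 2.6e-08). The CodeLink probe of Msn lay at background in both sexes (adjusted p = 0.418) and carries no information on it.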

**Table 3:**
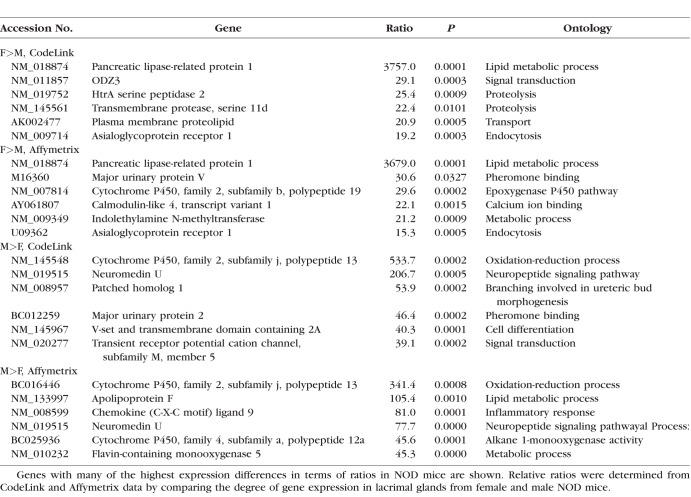
Effect of Sex on Gene Expression in Lacrimal Glands of NOD Mice

Most of the lacrimal gland genes in MRL/lpr and NOD female and male mice, respectively, which were identified as differentially expressed by the CodeLink and Affymetrix microarrays, were unique to each platform. As shown in Table 4, relatively few genes displaying sex-related differences were expressed by both microarrays. These findings are consistent with our previous investigations,^15–17^ as well as those of others,^18–21^ which discovered little agreement between CodeLink and Affymetrix microarrays in the detection of differential gene expression. 

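Pou2af1, a coactivator of B-cell transcription, shows how far the platforms can part: in MRL/lpr it was at least 10.8-fold (adjusted p = 1.8e-06) higher in males on CodeLink and 2.67-fold (adjusted p = 0.00159) higher in females on Affymetrix. Gzmb, the granzyme B of cytotoxic cells, did the same, at least 4.38-fold (adjusted p = 4.1e-05) in males on CodeLink and at least 1.75-fold (adjusted p = 0.0106) in females on Affymetrix, n = 3 arrays per sex; both were picked after their values were seen. Of 6383 genes tested on both platforms, 372 were higher in MRL/lpr females on both, where 102 would be expected of unrelated lists, and 186 were higher in MRL/lpr males on both, against 33.7 expected. NOD gave 363 genes in females (128 expected) and 420 in males (92.2 expected). The platforms seem to share the same RNA pools: the paper describes 3 preparations per group, and arrays of the same number matched best in 11 of 12 cases. Differences between pools would then recur on both platforms. The number expected of unrelated lists is thus too low a standard, and a call on both is not independent support. Unscaled Affymetrix signals lower these to 193 and 29 in MRL/lpr and to 21 and 167 in NOD, and without MRL/lpr female replicate 1 the MRL/lpr female count is 221, or 237 without male replicate 3. Setting CodeLink spots at background to missing lowers the NOD male count to 239, and the methods' t-test raises the MRL/lpr male count to 308. Seen from Affymetrix, 66.7% of the genes higher in MRL/lpr females, 39% in MRL/lpr males, 71.2% in NOD females and 59.7% in NOD males were also called on CodeLink. Seen from CodeLink, the shares were 32.0%, 41.2%, 22.7% and 50.2% in the same order. Genes called in opposite directions by the platforms numbered 9 in MRL/lpr and 32 in NOD.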

Although these platforms seem to measure different things,^20^ most gene expression changes revealed by each of the platforms are thought to be biologically correct.^19,20^

**Table 4:**
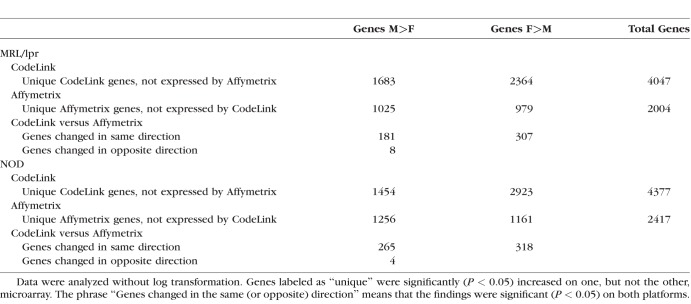
Comparison of Gene Expression Data Between CodeLink and Affymetrix Microarrays

Comparison of gene expression between the inflamed lacrimal glands of MRL/lpr (F>M) and NOD (M>F) mice showed that 465 genes were common (CodeLink). 

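Lyz2, the lysozyme of macrophages (Gene ID 17105, chromosome 10, 117277541 to 117282272), is among the genes shared by MRL/lpr females and NOD males. It was 2.23-fold (log2 difference 1.14 ± 0.21, adjusted p = 0.00153) higher in MRL/lpr females and 3.62-fold (log2 difference 1.82 ± 0.21, adjusted p = 2.4e-05) higher in NOD males on CodeLink, n = 3 arrays per sex, and on Affymetrix 2.49-fold (log2 difference 1.30 ± 0.14, adjusted p = 5.1e-07) and 4.99-fold (log2 difference 2.305 ± 0.14, adjusted p = 4.0e-11). Fcer1g, the signalling chain of Fc receptors, went the same way on CodeLink, 1.89-fold (adjusted p = 0.00398) in MRL/lpr females and 3.6-fold (adjusted p = 1.4e-05) in NOD males. Of 8728 genes tested on CodeLink, 331 were higher both in MRL/lpr females and in NOD males, where 180.4 would be expected of unrelated lists. Setting spots at background to missing lowers that count to 182. Affymetrix gave 195 such genes, against 66.1 expected. Genes with the same direction in both strains were not fewer: 513 were higher in females of both strains on CodeLink (314 expected) and 276 in males of both (86.5 expected), with 184 (48.7) and 170 (60.1) on Affymetrix. The strains are compared with the same probes and a shared estimate of the spread. The number expected of unrelated lists is thus too low a standard here too.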

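Fbp1, fructose-bisphosphatase of gluconeogenesis (Gene ID 14121, chromosome 13, 62864753 to 62888298), was higher in males of MRL/lpr and in females of NOD on both platforms. On CodeLink it was 2.0-fold (log2 difference 0.79 ± 0.19, adjusted p = 0.00816) in MRL/lpr males and 5.03-fold (log2 difference 2.19 ± 0.19, adjusted p = 1.8e-06) in NOD females, n = 3 arrays per sex, and on Affymetrix 2.25-fold (log2 difference 0.84 ± 0.26, adjusted p = 0.0353) and 4.27-fold (log2 difference 1.93 ± 0.26, adjusted p = 8.8e-06). Mall, a protein of membrane rafts, was 7.18-fold (adjusted p = 0.000126) in MRL/lpr males and 2.21-fold (adjusted p = 0.0269) in NOD females on CodeLink and was not tested on Affymetrix. Fbp1 and Mall were picked after their values were seen. In all, 63 of the genes on CodeLink were higher in MRL/lpr males and in NOD females, fewer than the 151 expected of unrelated lists. Leaving out an array lowers that count to as few as 40, and the methods' t-test raises it to 119. Affymetrix gave 31, against 44.3 expected.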

The alternate comparison (i.e., MRL/lpr, M>F; NOD, F>M) revealed 187 genes in common (CodeLink).

### Impact of Autoimmune Disease on Immune-related Biological Process, Molecular Function, and Cellular Component Ontologies in Lacrimal Glands of MRL/lpr Female and NOD Male Mice

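Macrophage genes, and some genes of T cells and B cells, were higher in MRL/lpr females and in NOD males. Cd3g, part of the T-cell receptor complex (Gene ID 12502, chromosome 9, 44969572 to 44980431), was 3.65-fold (log2 difference 1.62 ± 0.19, adjusted p = 5.0e-05) higher in MRL/lpr females and 8.77-fold (log2 difference 2.76 ± 0.19, adjusted p = 3.1e-07) in NOD males on CodeLink, n = 3 arrays per sex. Cd79b, part of the B-cell receptor (Gene ID 15985, chromosome 11, 106311341 to 106314562), was 3.56-fold (log2 difference 1.47 ± 0.15, adjusted p = 1.4e-05) and 11.3-fold (log2 difference 3.17 ± 0.15, adjusted p = 1.8e-08), and the myeloid adaptor Tyrobp (Gene ID 22177, chromosome 7, 30413782 to 30417582) 2.36-fold (log2 difference 1.13 ± 0.17, adjusted p = 0.000288) and 4.0-fold (log2 difference 1.82 ± 0.17, adjusted p = 3.3e-06). On Affymetrix, the B-cell antigen Ms4a1 was 4.84-fold (adjusted p = 0.000366) in MRL/lpr females and 19.7-fold (adjusted p = 8.2e-09) in NOD males, the T-cell gene Cd3d 3.4-fold (adjusted p = 0.00501) and 6.95-fold (adjusted p = 9.7e-06), and the immunoglobulin heavy chain Ighm 4.62-fold (adjusted p = 9.1e-06) and 5.32-fold (adjusted p = 4.4e-06). The MRL/lpr fold of Ms4a1 is at least 3.4-fold without MRL/lpr male replicate 2, since the other males lie under the filter value. Ighg3 was 7.48-fold (adjusted p = 2.8e-05) in MRL/lpr females and did not pass in NOD (adjusted p = 0.771). Some T- and B-cell genes were higher in males of both strains on CodeLink: Foxp3, the regulator of suppressor T cells, 7.39-fold (adjusted p = 1.7e-07) in MRL/lpr and 6.56-fold (adjusted p = 2.1e-07) in NOD, and the receptor chain Cd247 3.78-fold (adjusted p = 2.0e-05) and 2.51-fold (adjusted p = 0.000298). In the order higher in females, higher in males and not passing, macrophage markers in MRL/lpr were 14, 0 and 7 of 21 (15 and 0 over the list alone) on CodeLink and 16, 0 and 11 of 27 (19 and 0 over the list alone) on Affymetrix, with mean log2 differences of 0.82 ± 0.12 (adjusted p = 3.0e-05, and adjusted p = 0.245 with an estimated correlation) and 0.95 ± 0.08 (adjusted p = 4.4e-13). In NOD they were 0, 13 and 8 of 21 (0 and 13 over the list alone) and 0, 18 and 9 of 27 (0 and 18 over the list alone), with male minus female means of 1.02 ± 0.18 (adjusted p = 3.3e-09, and adjusted p = 0.0765 with an estimated correlation) and 1.497 ± 0.20 (adjusted p = 4.2e-19). T-cell markers were 9, 3 and 8 of 20 (12 and 3 over the list alone) and 5, 0 and 20 of 25 (6 and 0 over the list alone) in MRL/lpr, 0.33 ± 0.26 (adjusted p = 0.124) and 0.54 ± 0.13 (adjusted p = 0.00861, and adjusted p = 0.223 with an estimated correlation), the Affymetrix call being lost without MRL/lpr female replicate 1. In NOD they were 0, 16 and 4 of 20 (0 and 17 over the list alone) and 0, 10 and 15 of 25 (0 and 13 over the list alone), 1.26 ± 0.18 (adjusted p = 1.3e-10; lost when spots at background are set missing) and 1.14 ± 0.16 (adjusted p = 2.3e-06, and adjusted p = 0.0501 with an estimated correlation). B-cell markers were 4, 1 and 10 of 15 (6 and 1 over the list alone) and 4, 0 and 12 of 16 (4 and 0 over the list alone) in MRL/lpr, where the CodeLink median is -0.01 and the mean 0.22 ± 0.28 (adjusted p = 0.563), and the Affymetrix mean 0.53 ± 0.17 (adjusted p = 0.00486, and adjusted p = 0.184 with an estimated correlation; lost with unscaled signals). In NOD males they were 0, 11 and 4 of 15 (0 and 11 over the list alone) and 0, 14 and 2 of 16 (0 and 14 over the list alone), 1.31 ± 0.25 (adjusted p = 5.4e-08) and 2.14 ± 0.26 (adjusted p = 1.0e-13). Plasma cell and immunoglobulin genes were 3, 1 and 1 of 5 (3 and 1 over the list alone) and 3, 1 and 5 of 9 (3 and 1 over the list alone) in MRL/lpr (adjusted p = 0.179; adjusted p = 0.0863, passing with unscaled signals) and 1, 1 and 3 of 5 (1 and 1 over the list alone) and 0, 2 and 7 of 9 (0 and 3 over the list alone) in NOD (adjusted p = 0.448; adjusted p = 0.232). Mast cell genes were 4, 0 and 3 of 7 (4 and 0 over the list alone) and 1, 0 and 6 of 7 (1 and 0 over the list alone) in MRL/lpr (adjusted p = 0.105, passing with spots at background set missing; adjusted p = 0.218) and 2, 1 and 4 of 7 (2 and 1 over the list alone) and 0, 0 and 7 of 7 (0 and 0 over the list alone) in NOD (adjusted p = 0.981; adjusted p = 0.579). The MRL/lpr female and NOD male arrays were also the brighter of each strain on CodeLink. On Affymetrix these groups likewise had the higher median trimmed mean of each strain before scaling.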

Autoimmune disease had a dramatic impact on the expression of numerous immune-related gene ontologies in the lacrimal glands of female MRL/lpr and male NOD mice. Many of these ontologies were identified by both CodeLink and Affymetrix platforms.

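Genes that answer to interferon moved in opposite directions in the strains on both platforms. Gbp2, an interferon-induced GTPase (Gene ID 14469, chromosome 3, 142620663 to 142638008), was higher in MRL/lpr females 2.8-fold (log2 difference 1.36 ± 0.34, adjusted p = 0.0115) on CodeLink and 3.09-fold (log2 difference 1.57 ± 0.29, adjusted p = 0.000521) on Affymetrix, and higher in NOD males 4.19-fold (log2 difference 1.84 ± 0.34, adjusted p = 0.00111) and 8.37-fold (log2 difference 3.03 ± 0.29, adjusted p = 5.3e-08), n = 3 arrays per sex. Irf1, a transcription factor of the same response, was 2.05-fold (adjusted p = 0.00524) and 2.03-fold (adjusted p = 0.00163) in MRL/lpr females and 3.44-fold (adjusted p = 5.0e-05) and 4.59-fold (adjusted p = 6.3e-08) in NOD males. Ifi47, another GTPase of that family, was 3.68-fold (adjusted p = 0.000369) and 3.37-fold (adjusted p = 0.0147), then 7.18-fold (adjusted p = 6.1e-06) and 12-fold (adjusted p = 6.5e-06). Its Affymetrix folds are 5.89-fold without MRL/lpr male replicate 1 and 30.3-fold without NOD female replicate 2. In the order higher in females, higher in males and not passing, interferon response genes in MRL/lpr were 15, 1 and 11 of 27 (17 and 1 over the list alone) on CodeLink and 12, 0 and 18 of 30 (15 and 1 over the list alone) on Affymetrix, with means of 0.74 ± 0.16 (adjusted p = 0.00365, and adjusted p = 0.446 with an estimated correlation) and 0.78 ± 0.11 (adjusted p = 3.0e-07, and adjusted p = 0.198 with an estimated correlation). In NOD they were 1, 22 and 4 of 27 (1 and 22 over the list alone) and 0, 26 and 4 of 30 (0 and 29 over the list alone), with male minus female means of 1.48 ± 0.18 (adjusted p = 2.8e-12, and adjusted p = 0.104 with an estimated correlation) and 1.92 ± 0.13 (adjusted p = 2.1e-25). Genes of dividing cells moved alike. Top2a, the topoisomerase of replication, was at least 3.17-fold (adjusted p = 2.3e-06) and 3.02-fold (adjusted p = 0.00971) in MRL/lpr females and at least 1.59-fold (adjusted p = 0.000305) and at least 3.55-fold (adjusted p = 5.0e-05) in NOD males. The cell cycle list was 14, 0 and 7 of 21 (15 and 0 over the list alone) and 9, 0 and 12 of 21 (9 and 0 over the list alone) in MRL/lpr, 0.80 ± 0.14 (adjusted p = 9.3e-05, and adjusted p = 0.127 with an estimated correlation; lost when spots at background are set missing) and 0.84 ± 0.14 (adjusted p = 3.5e-05). In NOD males it was 0, 14 and 7 of 21 (0 and 14 over the list alone) and 0, 11 and 10 of 21 (0 and 12 over the list alone), 0.85 ± 0.12 (adjusted p = 1.0e-08) and 0.92 ± 0.20 (adjusted p = 3.4e-05). Genes of ectopic lymphoid tissue were higher as a set in NOD males. Glycam1, a ligand that lets lymphocytes leave venules, was at least 3.22-fold (adjusted p = 2.0e-05) in MRL/lpr females and 3.88-fold (adjusted p = 0.000349) in NOD males, and the chemokine receptor Ccr7 at least 4.1-fold (adjusted p = 0.000210) in NOD males, not passing in MRL/lpr (adjusted p = 0.993). That list was 4, 1 and 10 of 15 (4 and 1 over the list alone) and 3, 1 and 12 of 16 (4 and 2 over the list alone) in MRL/lpr (adjusted p = 0.297; adjusted p = 0.287) and 0, 7 and 8 of 15 (0 and 8 over the list alone) and 0, 9 and 7 of 16 (0 and 9 over the list alone) in NOD, 0.88 ± 0.29 (adjusted p = 9.9e-05) and 1.24 ± 0.28 (adjusted p = 4.2e-06).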

As shown in Tables 5 and 6, the expression of immune-related ontologies in lacrimal tissues of female MRL/lpr and male NOD mice was significantly increased in all three major gene function areas, including biological processes (e.g., inflammatory response), molecular functions (e.g., chemokine activity), and cellular components (e.g., major histocompatibility complex [MHC] protein complex). These aspects, as defined by the Gene Ontology Consortium (http://www.geneontology.org/page/ontology-documentation), address the biological programs accomplished by multiple molecular activities (i.e., biological processes), the molecular-level activities performed by gene products (i.e., molecular functions), and the locations relative to cellular structures in which a gene product performs a function (i.e., cellular components).

**Table 5:**
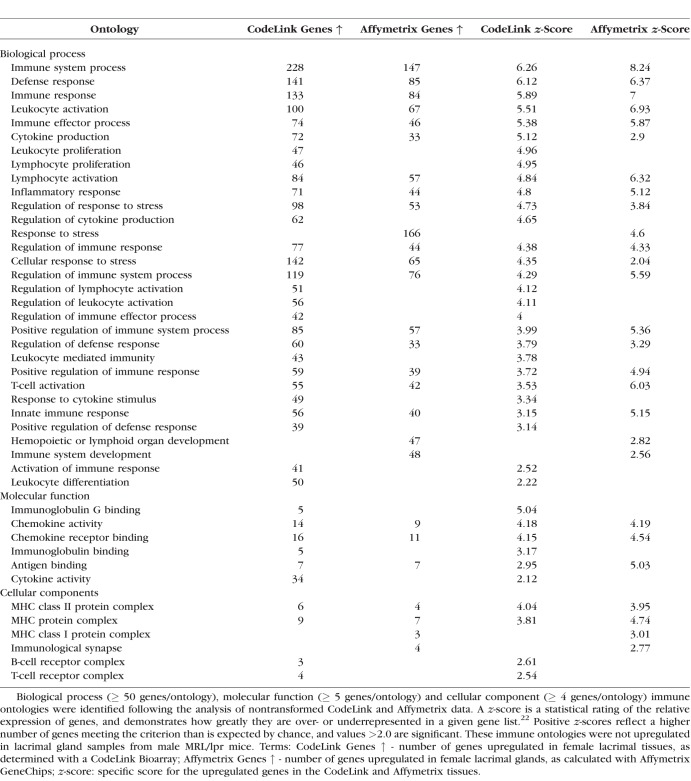
Immune Gene Ontologies Upregulated in Lacrimal Glands of Female MRL/lpr Mice

**Table 6:**
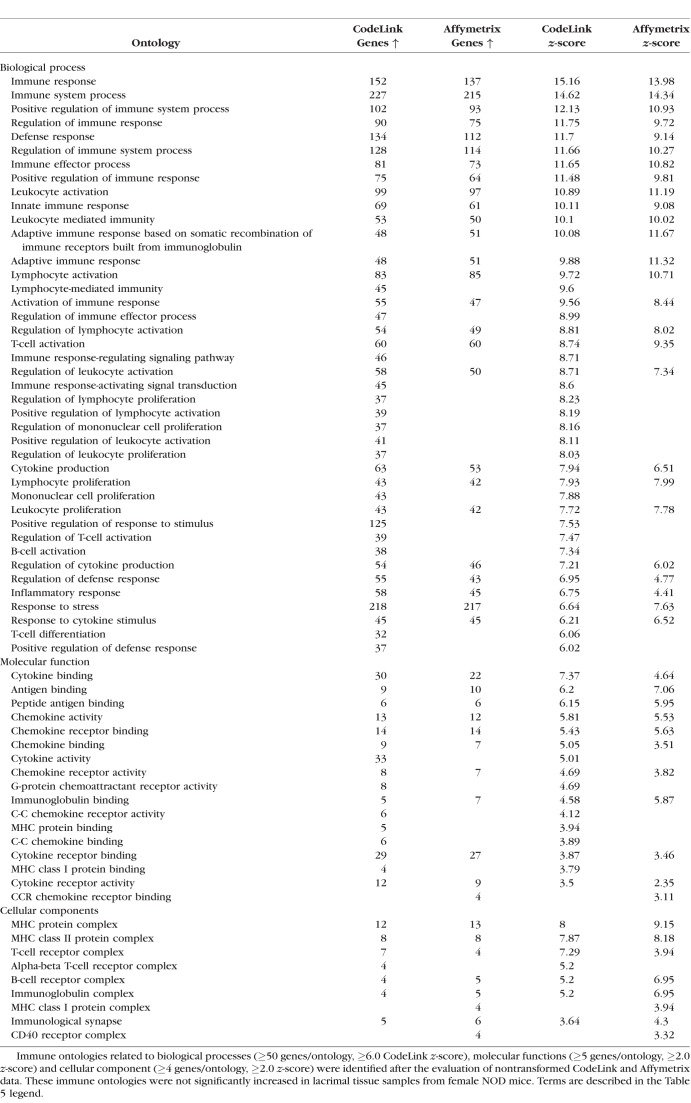
Immune Gene Ontologies Significantly Increased in Lacrimal Glands of Male NOD Mice

An example of the degree of autoimmune influence was demonstrated by analysis of biological process ontologies in male NOD lacrimal glands, which showed that 41 of the 53 most highly significant ontologies (≥ 50 genes/ontology; *z*-score ≥ 6.0) were all immune-related. 

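Itgb2, the beta chain that leukocyte integrins share (Gene ID 16414, chromosome 10, 77530329 to 77565708), was higher in MRL/lpr females 3.24-fold (log2 difference 1.30 ± 0.23, adjusted p = 0.00107) on CodeLink and 2.2-fold (log2 difference 1.07 ± 0.22, adjusted p = 0.00176) on Affymetrix, n = 3 arrays per sex. In NOD males it was at least 3.13-fold (log2 difference 1.63 ± 0.23, adjusted p = 0.000124) and 7.53-fold (log2 difference 2.64 ± 0.22, adjusted p = 7.0e-09). Casp1, the inflammasome protease (Gene ID 12362, chromosome 9, 5298517 to 5307281), was 2.69-fold (log2 difference 1.36 ± 0.20, adjusted p = 0.000275) and 2.98-fold (log2 difference 1.31 ± 0.33, adjusted p = 0.00856) in MRL/lpr females, then 4.5-fold (log2 difference 2.03 ± 0.20, adjusted p = 5.8e-06) and 6.50-fold (log2 difference 2.23 ± 0.33, adjusted p = 2.7e-05) in NOD males. Cd14, the coreceptor for endotoxin, was 3.51-fold (adjusted p = 0.000219) and 3.43-fold (adjusted p = 2.1e-05) in MRL/lpr females and did not pass in NOD (adjusted p = 0.447 and adjusted p = 0.501). Other members went against the group. Tlr9, a sensor of DNA, was higher in males of both strains on CodeLink, 4.08-fold (adjusted p = 1.7e-06) and 1.99-fold (adjusted p = 0.000436), and Nos2, inducible nitric oxide synthase, was 8.46-fold (adjusted p = 5.2e-08) higher in NOD females. Of 45 inflammatory genes on CodeLink in MRL/lpr, 19 higher in females, 3 higher in males and 23 not passing (19 and 4 adjusted over the list alone), with a mean log2 difference of 0.54 ± 0.21 (adjusted p = 0.00365, and adjusted p = 0.245 with an estimated correlation). Setting spots at background to missing also ends that call. On Affymetrix the 42 members gave 12, 0 and 30 (13 and 0), 0.77 ± 0.14 (adjusted p = 2.2e-06). In NOD the counts were 6, 21 and 18 on CodeLink (6 and 22) and 4, 20 and 18 on Affymetrix (4 and 24), with male minus female means of 0.54 ± 0.16 (adjusted p = 9.8e-06, and adjusted p = 0.0765 with an estimated correlation) and 0.93 ± 0.16 (adjusted p = 2.2e-07). Markers of macrophages moved with these genes in both strains.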

One such ontology, inflammatory response, displayed a significant increase in multiple inflammatory genes by both CodeLink and Affymetrix microarrays in female MRL/lpr (Table 7) and male NOD (Table 8) mouse lacrimal tissues. 

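Vcam1, the endothelial receptor that lymphocytes bind (Gene ID 22329, chromosome 3, 116110020 to 116129688), was higher in MRL/lpr females and in NOD males on both platforms: 3.34-fold (log2 difference 1.32 ± 0.22, adjusted p = 0.000723) and at least 3.15-fold (log2 difference 1.43 ± 0.22, adjusted p = 0.000259) on CodeLink, 7.45-fold (log2 difference 2.58 ± 0.33, adjusted p = 5.2e-06) and 6.01-fold (log2 difference 2.296 ± 0.33, adjusted p = 1.7e-05) on Affymetrix, n = 3 arrays per sex. Without MRL/lpr male replicate 1 the other males lie under the filter value on Affymetrix, and the MRL/lpr fold is at least 8.13-fold. Aif1, a calcium-binding protein of macrophages (Gene ID 11629, chromosome 17, 35170986 to 35176083), was 2.62-fold (log2 difference 1.33 ± 0.23, adjusted p = 0.000876) and 5.4-fold (log2 difference 2.28 ± 0.23, adjusted p = 6.9e-06) on CodeLink, then 2.31-fold (log2 difference 1.15 ± 0.22, adjusted p = 0.000945) and 9.14-fold (log2 difference 2.96 ± 0.22, adjusted p = 1.3e-09) on Affymetrix. Il1b, the proinflammatory cytokine interleukin 1 beta, was at least 1.41-fold (adjusted p = 0.0212) in MRL/lpr females and at least 2.06-fold (adjusted p = 5.3e-05) in NOD males on CodeLink, and passed on Affymetrix in neither strain (adjusted p = 0.241 and adjusted p = 0.0710). Of the inflammatory genes listed here, 12 were higher in MRL/lpr females and NOD males on CodeLink and 7 on Affymetrix, 14 on either platform.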

Twenty-six of these inflammatory genes were the same in both female MRL/lpr and male NOD mice.

**Table 7:**
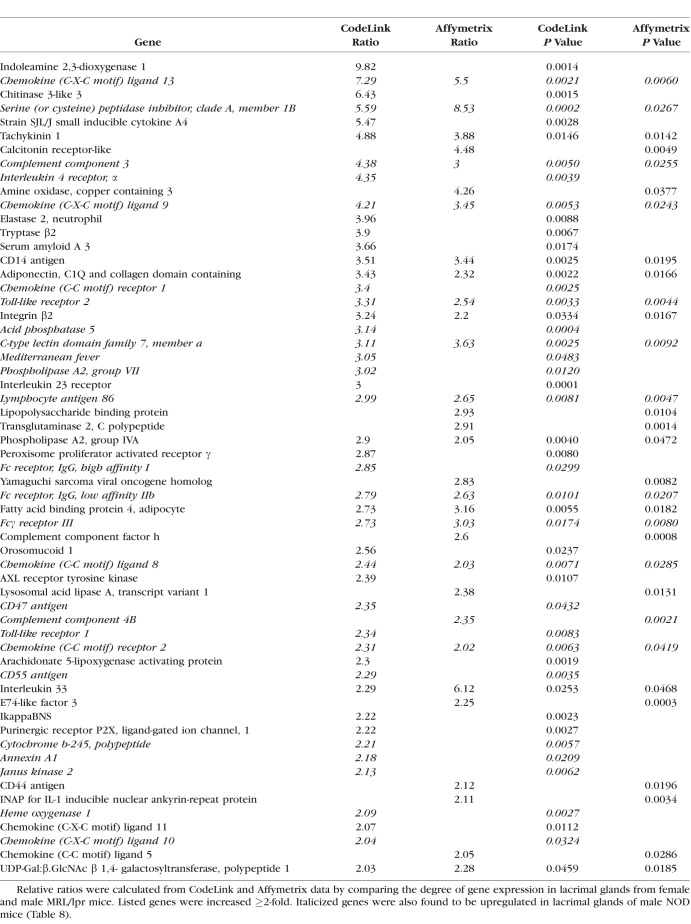
Increased Expression of Genes in Inflammatory Response Ontology in Lacrimal Glands From Female MRL/lpr Mice

**Table 8:**
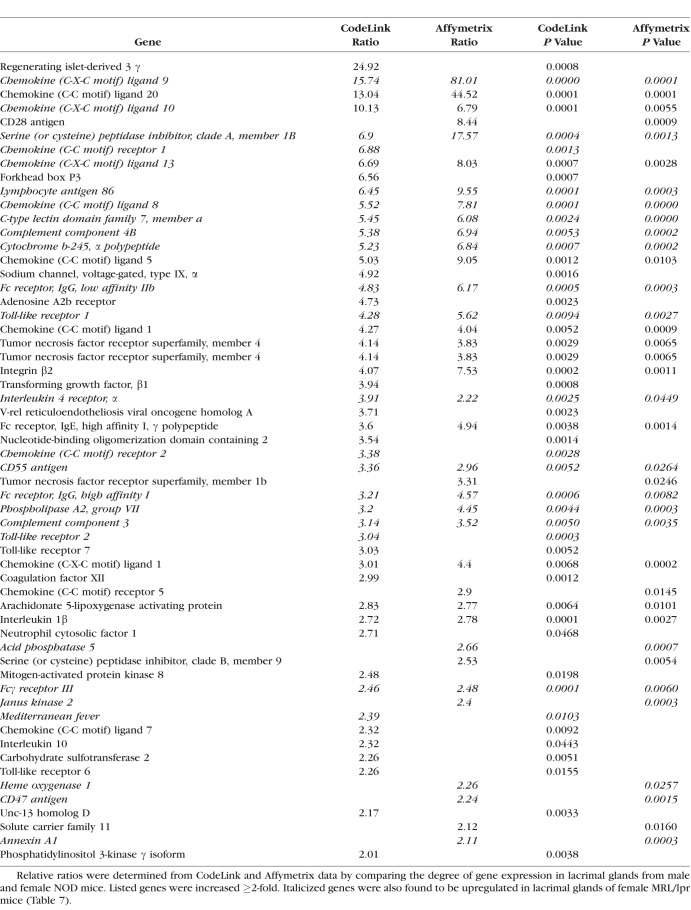
Increased Expression of Genes in Inflammatory Response Ontology in Lacrimal Glands From Male NOD Mice

### Effects of Autoimmune Disease on Immune-related KEGG Pathways in Lacrimal Glands of MRL/lpr Female and NOD Male Mice

Lacrimal gland samples from female MRL/lpr and male NOD mice also showed a significant increase in the expression of immune-related KEGG pathways (Tables 9 and 10). These included pathways related to antigen processing (Tables 11 and 12), chemokines (Tables 13 and 14), and Fcγ R-mediated phagocytosis (Table 10), as well as those linked to type 1 diabetes mellitus and systemic lupus erythematosus (SLE) (Tables 9 and 10). 

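H2-Aa, an MHC class II chain (Gene ID 14960, chromosome 17, 34282744 to 34287823), was higher in MRL/lpr females 2.64-fold (log2 difference 1.37 ± 0.20, adjusted p = 0.000334) on CodeLink and 2.23-fold (log2 difference 1.11 ± 0.19, adjusted p = 0.000224) on Affymetrix, and in NOD males 4.23-fold (log2 difference 2.07 ± 0.20, adjusted p = 6.7e-06) and 5.70-fold (log2 difference 2.53 ± 0.19, adjusted p = 1.1e-09), n = 3 arrays per sex. Cd74, the invariant chain that guides class II molecules (Gene ID 16149, chromosome 18, 60803849 to 60812652), was 1.69-fold (log2 difference 0.74 ± 0.24, adjusted p = 0.0438) and 1.99-fold (log2 difference 0.96 ± 0.16, adjusted p = 0.000179) in MRL/lpr females and 5.19-fold (log2 difference 2.38 ± 0.24, adjusted p = 8.4e-06) and 6.45-fold (log2 difference 2.68 ± 0.16, adjusted p = 3.0e-11) in NOD males. The class I light chain B2m was higher in NOD males, 4.53-fold (adjusted p = 3.4e-07) and 5.43-fold (adjusted p = 9.9e-11), and did not pass in MRL/lpr (adjusted p = 0.218 and adjusted p = 0.602). The chaperone Calr was higher in males of both strains on CodeLink, 1.99-fold (adjusted p = 0.000115) in MRL/lpr and 1.29-fold (adjusted p = 0.0408) in NOD. Of 38 antigen processing genes on CodeLink in MRL/lpr, 15 higher in females, 1 higher in males and 22 not passing (16 and 1 adjusted over the list alone; mean log2 difference 0.43 ± 0.09, adjusted p = 0.0105, and adjusted p = 0.342 with an estimated correlation). That call is also lost when spots at background are set missing. Affymetrix, with 39 members, gave 13, 2 and 24 (16 and 2; 0.49 ± 0.10, adjusted p = 7.6e-06). In NOD the counts were 3, 25 and 10 (3 and 26) and 2, 22 and 15 (3 and 23), with male minus female means of 1.01 ± 0.17 (adjusted p = 1.0e-10) and 1.14 ± 0.19 (adjusted p = 4.1e-13). The interferon-inducible proteasome subunit Psmb8 was 2.44-fold (adjusted p = 0.00461) and 2.27-fold (adjusted p = 0.00240) in MRL/lpr females and 6.33-fold (adjusted p = 1.3e-05) and 10.1-fold (adjusted p = 3.0e-09) in NOD males. All 4 immunoproteasome genes passed on CodeLink in both strains, with means of 1.21 ± 0.09 in MRL/lpr females (adjusted p = 0.00532, and adjusted p = 0.245 with an estimated correlation) and 1.93 ± 0.39 in NOD males (adjusted p = 8.8e-05, and adjusted p = 0.105 with an estimated correlation). Affymetrix gave 3, 0 and 1 (4 and 0; 1.01 ± 0.12, adjusted p = 0.000426, and adjusted p = 0.136 with an estimated correlation) and 0, 4 and 0 (2.34 ± 0.47, adjusted p = 6.7e-08). MHC class II genes are expressed mainly by macrophages, dendritic cells and B cells, and the markers of macrophages and dendritic cells were also higher in MRL/lpr females and NOD males.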

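Cxcl9, a chemokine that draws activated T cells (Gene ID 17329, chromosome 5, 92321331 to 92328079), was higher in MRL/lpr females 4.21-fold (log2 difference 1.93 ± 0.21, adjusted p = 2.0e-05) on CodeLink and 3.46-fold (log2 difference 1.66 ± 0.27, adjusted p = 0.000122) on Affymetrix, and in NOD males 15.7-fold (log2 difference 3.63 ± 0.21, adjusted p = 7.1e-08) and at least 29.8-fold (log2 difference 5.18 ± 0.27, adjusted p = 3.1e-12), n = 3 arrays per sex. Ccl8, a monocyte attractant (Gene ID 20307, chromosome 11, 82115185 to 82116799), was 2.44-fold (adjusted p = 0.00163) and 2.03-fold (adjusted p = 0.00275) in MRL/lpr females and 5.52-fold (adjusted p = 5.7e-06) and 7.81-fold (adjusted p = 1.3e-09) in NOD males. The scavenging receptor Ackr2 was higher in males of both strains on CodeLink, 4.83-fold (adjusted p = 1.6e-06) and at least 4.46-fold (adjusted p = 3.7e-07). In the order higher in females, higher in males and not passing, chemokine genes in MRL/lpr were 20, 2 and 22 of 44 (21 and 3 over the list alone) on CodeLink and 11, 1 and 27 of 39 (14 and 2 over the list alone) on Affymetrix, with means of 0.54 ± 0.15 (adjusted p = 0.0193, and adjusted p = 0.245 with an estimated correlation; lost also when spots at background are set missing) and 0.63 ± 0.12 (adjusted p = 7.6e-06). In NOD they were 4, 18 and 22 of 44 (5 and 19 over the list alone) and 0, 20 and 19 of 39 (0 and 22 over the list alone), with male minus female means of 0.70 ± 0.18 (adjusted p = 3.1e-06) and 1.30 ± 0.21 (adjusted p = 7.4e-12). Rac2, the GTPase of the phagocyte oxidase (Gene ID 19354, chromosome 15, 78559169 to 78572783), was 3.09-fold (adjusted p = 1.5e-05) and 2.42-fold (adjusted p = 0.00218) in MRL/lpr females and 7.53-fold (adjusted p = 7.1e-08) and 6.2-fold (adjusted p = 3.4e-07) in NOD males. Fcγ receptor phagocytosis genes in MRL/lpr were 17, 1 and 15 of 33 (20 and 1 over the list alone) and 13, 1 and 23 of 37 (15 and 1 over the list alone), 0.61 ± 0.11 (adjusted p = 9.3e-05, and adjusted p = 0.245 with an estimated correlation) and 0.50 ± 0.12 (adjusted p = 7.4e-05). In NOD males they were 2, 14 and 17 of 33 (3 and 14 over the list alone) and 1, 17 and 19 of 37 (1 and 23 over the list alone), 0.69 ± 0.16 (adjusted p = 3.7e-07, and adjusted p = 0.105 with an estimated correlation) and 1.05 ± 0.15 (adjusted p = 1.4e-10). C1qb, a chain of the protein that starts complement (Gene ID 12260, chromosome 4, 136880126 to 136886200), was 2.67-fold (adjusted p = 0.000753) and 2.03-fold (adjusted p = 0.00492) in MRL/lpr females and 2.81-fold (adjusted p = 0.000374) and 5.26-fold (adjusted p = 8.0e-08) in NOD males. Complement and lupus genes were 13, 0 and 11 of 24 (14 and 0 over the list alone) and 9, 0 and 18 of 27 (13 and 0 over the list alone) in MRL/lpr, 0.65 ± 0.12 (adjusted p = 0.000834, and adjusted p = 0.245 with an estimated correlation) and 0.58 ± 0.13 (adjusted p = 4.5e-05), and 1, 13 and 10 of 24 (1 and 13 over the list alone) and 1, 14 and 12 of 27 (1 and 15 over the list alone) in NOD, 0.79 ± 0.20 (adjusted p = 4.9e-06, and adjusted p = 0.107 with an estimated correlation) and 0.94 ± 0.16 (adjusted p = 8.5e-08). Type 1 diabetes genes outside the MHC did not pass as a set in MRL/lpr: 4, 2 and 9 of 15 (6 and 2 over the list alone) (adjusted p = 0.563) and 2, 0 and 16 of 18 (2 and 0 over the list alone) (adjusted p = 0.218). In NOD they were 1, 6 and 8 of 15 (1 and 6 over the list alone), 0.48 ± 0.20 (adjusted p = 0.00634, and adjusted p = 0.0576 with an estimated correlation), and 0, 2 and 16 of 18 (0 and 2 over the list alone) (adjusted p = 0.151). Among them, the costimulator Cd86 was 5.52-fold (adjusted p = 5.5e-06) and 3.18-fold (adjusted p = 0.00312) higher in NOD males, and Cpe, a carboxypeptidase that matures insulin, 7.32-fold (adjusted p = 8.3e-05) and 7.55-fold (adjusted p = 2.8e-06) higher in MRL/lpr females.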

Inflammation in these tissues also significantly enhanced the expression of lysosome pathways (Affymetrix; MRL/lpr female, 19 genes upregulated ↑, *z*-score = 2.43; NOD male, 25 genes ↑, z-score = 3.68).

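Npc2, a carrier of cholesterol out of lysosomes (Gene ID 67963, chromosome 12, 84754559 to 84773112), was higher in MRL/lpr females 1.96-fold (log2 difference 0.96 ± 0.15, adjusted p = 7.5e-05) on Affymetrix and in NOD males 1.78-fold (log2 difference 0.84 ± 0.15, adjusted p = 0.000250), n = 3 arrays per sex. Ctsb, the protease cathepsin B (Gene ID 13030, chromosome 14, 63122462 to 63145923), was 2.84-fold (log2 difference 1.51 ± 0.17, adjusted p = 8.5e-07) in MRL/lpr females and did not pass in NOD (adjusted p = 0.0657). Acp5, a phosphatase of macrophages and osteoclasts, was 2.57-fold (adjusted p = 0.00920) in MRL/lpr females and 2.66-fold (adjusted p = 0.00408) in NOD males, and Ctsh, cathepsin H, 1.69-fold (adjusted p = 0.00240) and 3.82-fold (adjusted p = 5.6e-09). Gusb, beta-glucuronidase, was higher in females of both strains, 1.91-fold (adjusted p = 0.000632) in MRL/lpr and 2.02-fold (adjusted p = 0.000115) in NOD. Of 60 lysosome genes on Affymetrix in MRL/lpr, 18 higher in females, 3 higher in males and 39 not passing (20 and 4 adjusted over the list alone; mean log2 difference 0.28 ± 0.07, adjusted p = 0.000599). In NOD the counts were 1, 14 and 45 (1 and 16; male minus female 0.37 ± 0.09, adjusted p = 0.00153, and adjusted p = 0.0585 with an estimated correlation; lost with unscaled signals). CodeLink, with 55 members, gave 12, 1 and 42 in MRL/lpr (12 and 2 over the list alone, mean 0.21 ± 0.07, adjusted p = 0.236). In NOD it gave 10, 10 and 35 (11 and 10 over the list alone, adjusted p = 0.269), and the list was called there in neither strain. The rotation test fry, which asks whether members differ from no change rather than from the remaining genes, calls it in MRL/lpr (adjusted p = 0.0185). Macrophages are rich in lysosomes, and the macrophage antigen Cd68 itself was 1.78-fold (adjusted p = 0.0356) in MRL/lpr females and 4.19-fold (adjusted p = 2.3e-06) in NOD males.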

**Table 9:**
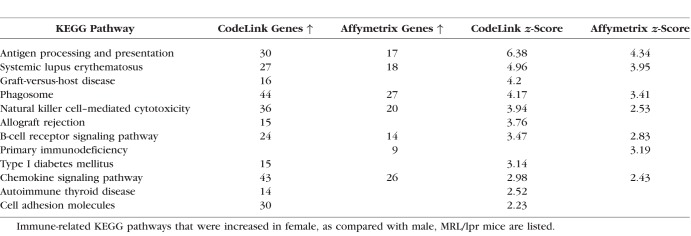
Immune KEGG Pathways Upregulated in Lacrimal Glands of Female MRL/lpr Mice

**Table 10:**
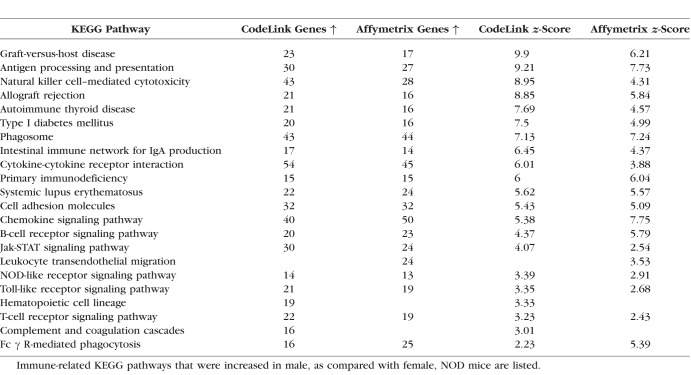
Immune KEGG Pathways Upregulated in Lacrimal Glands of Male NOD Mice

**Table 11:**
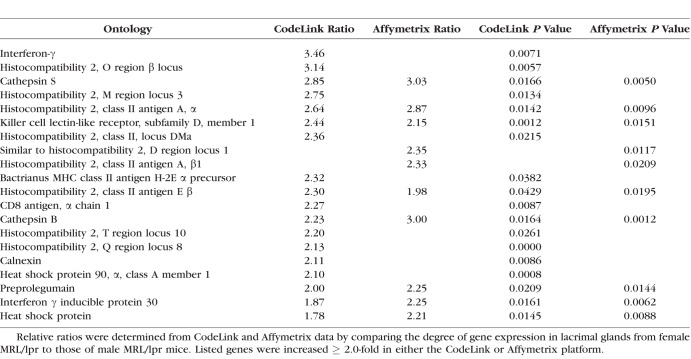
Upregulated Genes in the Antigen Processing KEGG Pathway in Lacrimal Glands From Female MRL/lpr Mice

**Table 12:**
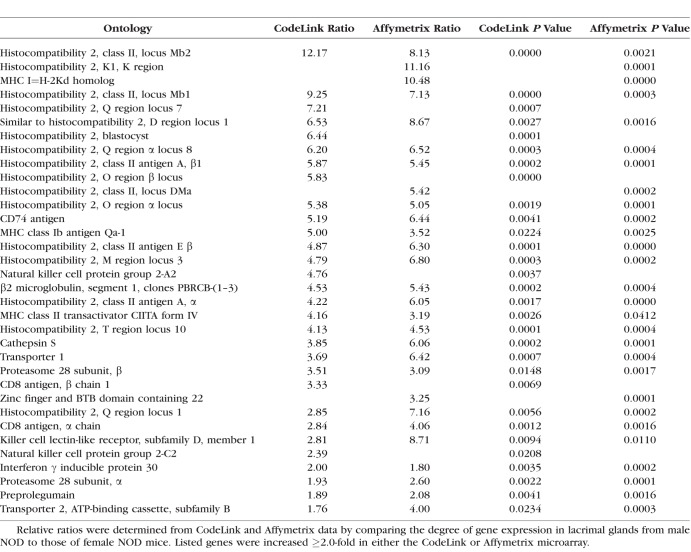
Upregulated Genes in the Antigen Processing KEGG Pathway in Lacrimal Glands From Male NOD Mice

**Table 13:**
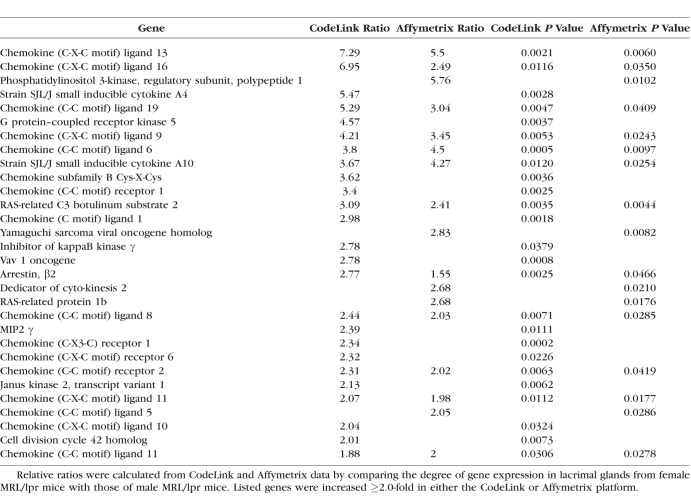
Heightened Gene Expression in the Chemokine KEGG Pathway in Lacrimal Glands of Female MRL/lpr Mice

**Table 14:**
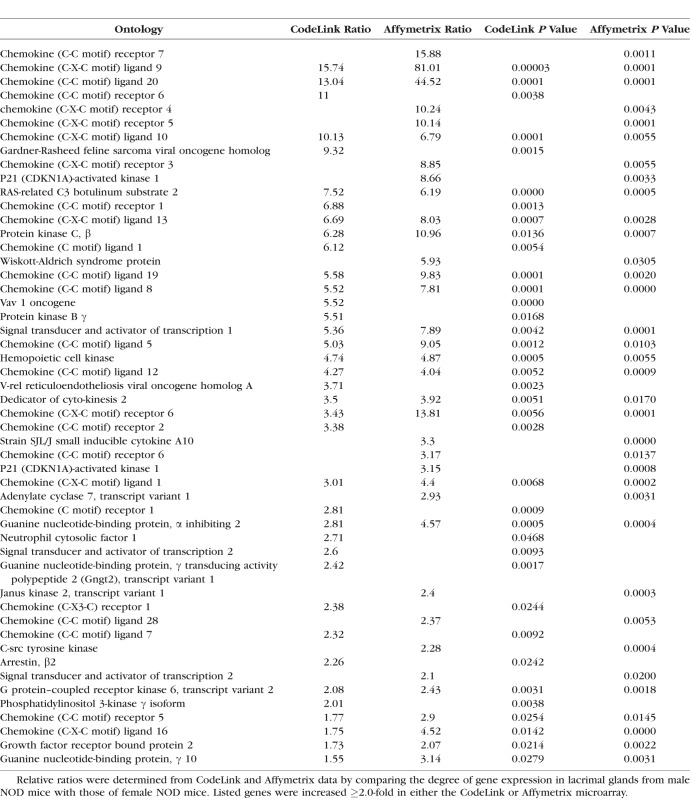
Increased Gene Expression in the Chemokine KEGG Pathway in Lacrimal Glands of Male NOD Mice

Of interest, an average of more 95% of the ribosome KEGG pathways were significantly increased in lacrimal glands of female MRL/lpr (CodeLink, 47 genes ↑, *z*-score = 9.64; Affymetrix, 17 genes ↑, *z*-score = 3.03) and NOD (CodeLink, 53 genes ↑, *z*-score = 10.78; Affymetrix, 59 genes ↑, *z*-score = 17.5) mice. Similarly, more that 81% of the proteasome KEGG pathways were significantly higher in lacrimal tissues of female MRL/lpr (Codelink, 22 genes ↑, *z*-score = 5.87; Affymetrix, 10 genes ↑, *z*-score = 2.77) and NOD (CodeLink, 21 genes ↑, *z*-score = 5.09; Affymetrix, 20 genes ↑, *z*-score = 7.4) mice.

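Rpl4, a protein of the large ribosomal subunit (Gene ID 67891, chromosome 9, 64173387 to 64178562), was higher in females of both strains: 1.5-fold (log2 difference 0.58 ± 0.12, adjusted p = 0.00265) in MRL/lpr and 1.83-fold (log2 difference 0.87 ± 0.12, adjusted p = 8.4e-05) in NOD on CodeLink, 1.38-fold (log2 difference 0.45 ± 0.15, adjusted p = 0.0421) and 1.57-fold (log2 difference 0.66 ± 0.15, adjusted p = 0.00253) on Affymetrix, n = 3 arrays per sex. Rps7, of the small subunit, was 1.29-fold (adjusted p = 0.0465) and 2.09-fold (adjusted p = 2.4e-05) on CodeLink, and on Affymetrix passed in neither strain (adjusted p = 0.212 and adjusted p = 0.129). The MRL/lpr differences of Rpl4 on Affymetrix and of Rps7 on CodeLink are lost without the intensity filter. Rps9 was higher in males of both strains on Affymetrix, 1.47-fold (adjusted p = 0.00356) and 1.48-fold (adjusted p = 0.00289). Of 57 ribosomal protein genes on CodeLink, MRL/lpr had 21 higher in females, 2 higher in males and 34 not passing (25 and 2 adjusted over the list alone; mean log2 difference 0.35 ± 0.04, adjusted p = 0.000180, and adjusted p = 0.245 with an estimated correlation). NOD had 40, 1 and 16 (41 and 1; 0.62 ± 0.07, adjusted p = 3.9e-09), and quantile normalization lowers the NOD mean to 0.17. Affymetrix, with 44 genes, gave 4, 1 and 39 in MRL/lpr (6 and 1; 0.09 ± 0.05, adjusted p = 0.0862) and 14, 1 and 29 in NOD (19 and 1; 0.36 ± 0.04, adjusted p = 8.5e-08, and adjusted p = 0.169 with an estimated correlation); without scaling of the signals the NOD mean turns to -0.25 and the call is lost. Leaving the Affymetrix signals unscaled, with the same filter value, shifts the median of the tested probes by -0.42 in NOD and 0.41 in MRL/lpr. On CodeLink the NOD shift is -0.11 with normexp correction and quantile normalization. NOD female arrays, where ribosomal genes were higher, were the dimmest on CodeLink, and MRL/lpr female arrays had the highest median brightness.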

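Psmd12, a regulatory subunit of the proteasome cap (Gene ID 66997, chromosome 11, 107479528 to 107498036), was higher in NOD females 2.4-fold (log2 difference 1.27 ± 0.17, adjusted p = 8.7e-05) on CodeLink and 1.79-fold (log2 difference 0.83 ± 0.15, adjusted p = 0.000449) on Affymetrix, n = 3 arrays per sex. In MRL/lpr it was 1.48-fold (log2 difference 0.56 ± 0.17, adjusted p = 0.0305) on CodeLink, lost with quantile normalization, and did not pass on Affymetrix (adjusted p = 0.162). Psma5, of the catalytic core (Gene ID 26442, chromosome 3, 108256926 to 108279952), was higher in MRL/lpr females 1.94-fold (log2 difference 0.97 ± 0.18, adjusted p = 0.00153) and 1.59-fold (log2 difference 0.63 ± 0.17, adjusted p = 0.0146), and did not pass in NOD (adjusted p = 0.117 and adjusted p = 0.671). Psmb2, another core subunit, was 1.51-fold (adjusted p = 0.00325) higher in MRL/lpr males on Affymetrix. Of 29 proteasome genes on CodeLink, MRL/lpr had 7 higher in females, 0 higher in males and 22 not passing (7 and 0 adjusted over the list alone; mean log2 difference 0.35 ± 0.05, adjusted p = 0.0149, and adjusted p = 0.464 with an estimated correlation). NOD had 13, 0 and 16 (14 and 0; 0.39 ± 0.11, adjusted p = 0.00166, and adjusted p = 0.366 with an estimated correlation). Affymetrix, with 32 genes, gave 3, 1 and 28 in MRL/lpr (3 and 1; 0.19 ± 0.05, adjusted p = 0.00667, and adjusted p = 0.184 with an estimated correlation; lost also with unscaled signals) and 11, 0 and 21 in NOD (13 and 0; 0.34 ± 0.06, adjusted p = 3.5e-06), where unscaled signals turn the NOD mean to -0.24 and the call is lost. The CodeLink calls are also fragile: quantile normalization ends the NOD call, and setting spots at background to missing ends those of both strains. With those spots missing the list means stay, and the genes they are set against change.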

## Discussion

Our results demonstrate that sex significantly influences the expression of thousands of genes in lacrimal glands of MRL/lpr and NOD mice. The nature of this sex-related expression, especially with regard to immune-associated genes, is very dependent on the specific mouse model of Sjögren syndrome. 

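The paper describes sex-related expression, above all that of immune genes, as depending strongly on the mouse model. That comparison can be tested as a difference of differences: female minus male in NOD, less female minus male in MRL/lpr. On that scale Cxcl9 had -5.56 ± 0.29 (adjusted p = 1.0e-07) on CodeLink, with n = 3 arrays in each of the groups compared. On CodeLink and then Affymetrix, the class II chain H2-Eb1 had -3.45 ± 0.32 (adjusted p = 8.6e-06) and -3.59 ± 0.21 (adjusted p = 3.4e-11), and Ptprc, the leukocyte common antigen (Gene ID 19264, chromosome 1, 138062859 to 138175756), -4.13 ± 0.36 (adjusted p = 5.6e-06) and -5.49 ± 0.36 (adjusted p = 2.4e-10). Ly6f moved the other way, 4.93 ± 0.22 (adjusted p = 5.5e-08) and 5.64 ± 0.28 (adjusted p = 3.0e-12), since its male excess was far larger in MRL/lpr than in NOD, where it was 2.52-fold and 2.49-fold. For some genes a strain difference did not pass. Cyp4a12b differed between the strains by -0.51 ± 0.21 (adjusted p = 0.112) on CodeLink and Fmo5 by 0.36 ± 0.37 (adjusted p = 0.639) on Affymetrix. Of the tested CodeLink probes 20.9% had a sex effect that differed between strains, 1463 toward NOD females and 1274 toward NOD males. On Affymetrix it was 10.2%, with 643 and 1011. Unscaled signals lower the Affymetrix total from 1654 to 834 and shift the median strain difference of its tested probes by -0.82. The Affymetrix numbers thus depend on the scaling, together with a filter value and an amount added before log2 that stayed the same.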

Lacrimal glands of female, as compared with those of male, MRL/lpr mice contain a significant increase in the expression of genes related to inflammatory responses, antigen processing, and chemokine pathways. In contrast, it is the lacrimal tissue of NOD males, and not NOD females, that presents with a significantly greater expression of immune-related genes. These findings support our hypothesis that sex-related differences in gene expression contribute to the onset, progression, and/or severity of the lacrimal gland inflammatory disease process. Our results also suggest that factors in the lacrimal gland microenvironment are critically important in mediating these sex-associated immune effects.

Our finding that significant sex-related differences exist in lacrimal gland gene expression in MRL/lpr and NOD mice was not unexpected. Significant, sex-associated differences are known to be present in the anatomy, physiology, and pathophysiology of the lacrimal gland. These differences are found in multiple species and include variations between males and females in the mean area and density of acinar complexes; the quantity of intercalated, intralobular, and interlobular ducts; the membrane contours, cytoplasmic appearance, vesicular content, and turnover of acinar epithelial cells; the position, size, and shape of acinar epithelial cell nuclei; the number of intranuclear inclusions; the prominence of nucleoli; the frequency of intercellular channels; the quantity of capillary endothelial pores; the expression of numerous genes; the synthesis, activity, phosphorylation, and affinity of many proteins, enzymes, and receptors; the population of lymphocytes; the expression of secretory immunity; the response to neural stimulation and drugs; the secretion of specific proteins; and the susceptibility to focal adenitis, fibrosis, atrophy, viral replication, and autoimmune disease.^5^

Three genes of particular interest that showed sexual dimorphism are those encoding ASGPR1, tripartite motif-containing 21 (TRIM21), and major urinary protein V (MUPV). First, expression of the ASGPR1 gene was many-fold greater in lacrimal glands of female, as compared with male, MRL/lpr mice. This receptor mediates the intracellular uptake of hepatitis C virus (HCV),^23^ thereby facilitating viral infection and increasing glandular inflammation.^23–25^ Chronic HCV infection, in turn, is linked to an enhanced prevalence of keratoconjunctivitis sicca^26^ and mimics the clinical manifestations of Sjögren syndrome.^24,25,27,28^ In addition, ASGPR is an autoantigenic target of both T and B cells.^29^ However, the ASGPR1 gene was also upregulated in lacrimal tissues of female NOD mice, which indicates that it is not a strain-independent inducer of inflammation.

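Asgr1 was higher in females of both strains, and its female excess was smaller in NOD than in MRL/lpr. The difference of the log2 sex effects, NOD minus MRL/lpr, was -1.59 ± 0.36 (adjusted p = 0.00686) on CodeLink and -1.35 ± 0.43 (adjusted p = 0.0495) on Affymetrix, n = 3 arrays per group; the Affymetrix difference is lost with quantile normalization and without the intensity filter, and its size is uncertain because the MRL/lpr males lie under the filter value there. On CodeLink, Asgr1 averaged 133 ± 26.7 in MRL/lpr females and 259 ± 36.8 in NOD females (mean ± SD), against 1.97 ± 1.00 and 13.5 ± 2.82 in the males. The immune genes Cd3g and Cd79b, in contrast, were higher in NOD males, so Asgr1 did not follow them.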

Second, TRIM21, also known as Ro52/SSA, is a prominent antigen in Sjögren syndrome. Expression of TRIM21 was higher in lacrimal glands of female MRL/lpr mice (Affymetrix = 2.12-fold; CodeLink = 1.72-fold) and male NOD mice (Affymetrix = 2.71-fold; CodeLink = 1.45-fold). 

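Trim21 encodes the Ro52 autoantigen, a ubiquitin ligase and antibody receptor inside cells (Gene ID 20821, chromosome 7, 102557920 to 102565482). In MRL/lpr females it was 1.73-fold (log2 difference 0.67 ± 0.16, adjusted p = 0.00933) higher on CodeLink and 2.12-fold (log2 difference 0.96 ± 0.22, adjusted p = 0.00434) on Affymetrix, n = 3 arrays per sex. The Affymetrix signals there averaged 627 ± 79.6 in females and 296 ± 20.7 in males (mean ± SD). In NOD males Trim21 was 2.19-fold (log2 difference 1.02 ± 0.22, adjusted p = 0.00212) higher on Affymetrix and 1.45-fold (log2 difference 0.44 ± 0.16, adjusted p = 0.0497) on CodeLink. The NOD difference on CodeLink lies at the threshold and is lost in a fit without an intensity trend and without any of several NOD arrays. Averaging over the probe sets of Trim21 ends the MRL/lpr difference on Affymetrix. Interferon induces Trim21, and other genes of that response, such as the GTPase gene Igtp, moved with it: 2.1-fold (adjusted p = 0.0265) in MRL/lpr females and 5.84-fold (adjusted p = 6.0e-05) in NOD males on CodeLink.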

Antibodies targeting TRIM21/Ro52 are common in Sjögren syndrome patients and may be present years before diagnosis.^30^ Anti-TRIM21/Ro52 autoantibodies have also been detected in MRL/lpr and NOD mice.^31,32^ TRIM21/Ro52 is a ubiquitin E3 ligase that may be induced by interferons (type I or type II) and has immunomodulatory functions including regulation of proliferation and cell death, regulation of inflammatory cytokine production, and modulation of antiviral responses.^33–37^ Although these roles were largely described in immune cells, additional studies have detected an increase in TRIM21/Ro52 protein in salivary gland epithelial cell lines or salivary gland ductal epithelial cells from Sjögren syndrome patients.^38,39^ Expression of TRIM21/Ro52 has not, to our knowledge, been reported in lacrimal gland epithelial cells. Our findings of increased expression of TRIM21/Ro52 in lacrimal glands of MRL/lpr and NOD mice in the context of inflammation suggests this may contribute to the role of TRIM21/Ro52 as an autoantigen in Sjögren syndrome.

The third gene of particular interest is MUPV. This gene is one of the most highly upregulated genes in lacrimal glands of male MRL/lpr (202-fold) and female NOD (31-fold) mice. Hence, MUPV expression is inversely correlated with inflammation, and may possibly serve a protective function. 

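Mup5, a major urinary protein that binds pheromones (Gene ID 17844, chromosome 4, 61831319 to 61858043), was higher in MRL/lpr males 203-fold (log2 difference 7.57 ± 0.35, adjusted p = 5.4e-13) on Affymetrix and in NOD females 30.6-fold (log2 difference 4.86 ± 0.35, adjusted p = 7.9e-10), n = 3 arrays per sex. Its signal averaged 67162 ± 14896 in MRL/lpr males and 331 ± 201 in MRL/lpr females, then 516 ± 334 in NOD males and 15779.6 ± 8236 in NOD females (mean ± SD). The folds are 306-fold without MRL/lpr female replicate 1 and 47.8-fold without NOD male replicate 3. CodeLink had no named probe for Mup5 in the fit. Secreted proteins of the secretoglobin family shared part of the pattern. Scgb1b27, a salivary androgen-binding protein, was 2.52-fold (adjusted p = 0.00732) higher in MRL/lpr males (6.36-fold without MRL/lpr female replicate 3) and 2.65-fold (adjusted p = 0.0361) higher in NOD females, both lost in a fit without an intensity trend, and Scgb2b27, its partner subunit, 19.9-fold (adjusted p = 3.4e-08) higher in NOD females, not passing in MRL/lpr (adjusted p = 0.781). Scgb3a1 was higher in males of both strains on CodeLink, 12.5-fold (adjusted p = 2.6e-06) and 3.54-fold (adjusted p = 0.000219). Of 9 urinary protein and secretoglobin genes on Affymetrix, MRL/lpr had 0 higher in females, 2 higher in males and 7 not passing (0 and 2 adjusted over the list alone; male minus female 1.35 ± 0.79, adjusted p = 0.00197, and adjusted p = 0.119 with an estimated correlation). NOD had 3, 0 and 6 (3 and 0; female minus male 1.14 ± 0.63, adjusted p = 0.00377, and adjusted p = 0.113 with an estimated correlation). CodeLink measured 5 of them, 0, 2 and 3 in MRL/lpr (0 and 3; male minus female 0.76 ± 0.60, adjusted p = 0.0215, and adjusted p = 0.245 with an estimated correlation; lost with quantile normalization) and 3, 1 and 1 in NOD (3 and 1; adjusted p = 0.495).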

Major urinary proteins are pheromone-binding lipocalins^40–43^ and implied effects include sexual attraction, aggression, hormone modulation, individual recognition, and spatial learning.^41,44,45^ Little is known about the relation of MUPV to sex and the immune system. However, considering that major urinary proteins function as pheromone-binding proteins, the pheromones themselves may play a role.

Such pheromones could be exocrine gland secreting peptides (ESPs), which are found in mice and exhibit sex-specific expression.^43,46–48^ ESP1 is male-specific, and its expression increases in response to androgen administration.^46^ In contrast, ESP36 is female-specific and is negatively regulated by androgen.^46^ Further, it has been suggested that the reception of ESPs in the vomeronasal system differs according to sex.^49^ The vomeronasal system is an accessory olfactory system, and pheromones also can be detected by the anatomically distinct main olfactory system.^46^ 

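Olfr1086, an odorant receptor gene (Gene ID 258585, chromosome 2, 86676399 to 86677339), averaged 686 ± 108 in MRL/lpr males and 5.26 ± 0.876 in MRL/lpr females on CodeLink (mean ± SD, n = 3 arrays each), 130.3-fold (log2 difference 6.895 ± 0.17, adjusted p = 5.5e-11) higher in males. In NOD the male excess was 1.67-fold (log2 difference 0.70 ± 0.17, adjusted p = 0.00649), with 12 ± 1.67 in males and 7.21 ± 0.981 in females, and the sex effects of the strains differed by 6.197 ± 0.24 (adjusted p = 2.6e-08). Affymetrix had no named probe set for Olfr1086 in the fit, so its male excess rests on a CodeLink probe alone.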

Of note, our CodeLink results showed that olfactory receptor 1086 is significantly upregulated in male lacrimal glands in MRL/lpr mice. This supports the concept of pheromone perception as an important factor in sexually dimorphic responses.^50^

Research has also provided evidence that the olfactory system may be inextricably linked to immunological function.^51^ For example, it has been shown that pheromone treatment suppresses hepatic inflammation in mice.^52^ Whether this effect has relevance to humans has not yet been determined, but it indicates that pheromone-sensing organs may have an underestimated value that warrants further investigation. Thus, it has been shown that patients with SLE have disturbances in olfactory function.^50^ The possible link between smell and autoimmunity may be due to gene location, considering that olfactory receptor gene clusters are located in close proximity to key loci of susceptibility for autoimmune disease, such as the MHC.^50^

In our study, a number of immune-related genes were upregulated in the lacrimal glands of female MRL/lpr and/or male NOD mice that may be important in the pathogenesis of Sjögren syndrome. These include the following: many interleukins, interferons, and their related proteins; the damage-associated molecular pattern proteins S100A8 and S100A9, which are expressed by neutrophils, monocytes, dendritic and epithelial cells, act as Toll-like receptor (TLR) ligands, and stimulate the production of multiple proinflammatory cytokines; myeloid differentiation primary response 88, which is used by most TLRs to activate nuclear factor-κB; B-cell linker, which regulates B-cell receptor signaling and development; the chemokines CXCL12, CXCL13, and CCL19, which promote the formation and perpetuation ectopic lymphoid structures; and the enzymes indoleamine 2,3-dioxygenase and kynurenine 3-monooxygenase, which ultimately may lead to immune system activation, inflammation, and the accumulation of potentially neurotoxic compounds.^53–57^

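Cxcl13 and Ccl19, chemokines that build lymphoid tissue, differed by sex in both strains. Cxcl13, which draws B cells into follicles (Gene ID 55985, chromosome 5, 95956939 to 95961068), was higher in MRL/lpr females 7.3-fold (log2 difference 2.46 ± 0.18, adjusted p = 5.6e-07) on CodeLink and 5.5-fold (log2 difference 2.22 ± 0.20, adjusted p = 3.9e-08) on Affymetrix, and in NOD males 6.7-fold (log2 difference 2.65 ± 0.18, adjusted p = 2.2e-07) and 6.48-fold (log2 difference 2.64 ± 0.20, adjusted p = 1.3e-09), n = 3 arrays per sex. Ccl19, which guides T cells and dendritic cells through Ccr7 (Gene ID 24047, chromosome 4, 42754525 to 42756365), was 5.29-fold (log2 difference 2.28 ± 0.30, adjusted p = 0.000124) in MRL/lpr females and 5.59-fold (log2 difference 2.51 ± 0.30, adjusted p = 3.5e-05) in NOD males on CodeLink. Blnk, the adaptor below the B-cell receptor (Gene ID 17060, chromosome 19, 40928927 to 40994221), was 3.1-fold (log2 difference 1.22 ± 0.20, adjusted p = 0.000791) and 2.64-fold (log2 difference 1.27 ± 0.21, adjusted p = 0.000186) in MRL/lpr females and 1.75-fold (log2 difference 0.69 ± 0.20, adjusted p = 0.0195) and 2.54-fold (log2 difference 1.28 ± 0.21, adjusted p = 0.000119) in NOD males. Cxcl12, a stromal chemokine (Gene ID 20315, chromosome 6, 117168535 to 117181368), was 1.98-fold (log2 difference 0.93 ± 0.19, adjusted p = 0.00168) in MRL/lpr females on Affymetrix and did not pass in NOD (adjusted p = 0.789), nor in either strain on CodeLink (adjusted p = 0.262 and adjusted p = 0.279). Myd88, the adaptor of Toll-like receptors (Gene ID 17874, chromosome 9, 119335934 to 119340018), was higher in NOD males 1.75-fold (log2 difference 0.77 ± 0.23, adjusted p = 0.0227) on Affymetrix, lost without the array of NOD female replicate 1, and did not pass on CodeLink (adjusted p = 0.232) or in MRL/lpr (adjusted p = 0.525 on CodeLink and adjusted p = 0.956 on Affymetrix). Ido1, which starts the breakdown of tryptophan (Gene ID 15930, chromosome 8, 24584133 to 24596952), was higher in females of both strains on CodeLink, at least 8.77-fold (log2 difference 2.72 ± 0.18, adjusted p = 3.5e-07) in MRL/lpr and at least 4.35-fold (log2 difference 1.86 ± 0.18, adjusted p = 6.4e-06) in NOD. Kmo, a later enzyme of that path (Gene ID 98256, chromosome 1, 175632193 to 175660853), was higher in MRL/lpr females (log2 difference 0.97 ± 0.18, adjusted p = 0.00158), with males at background, and at least 2.23-fold (log2 difference 1.96 ± 0.18, adjusted p = 3.3e-06) higher in NOD males; on Affymetrix it passed in neither strain (adjusted p = 0.275 and adjusted p = 0.335). S100a8 and S100a9, higher in MRL/lpr females, lay at background in both sexes of NOD on CodeLink and did not pass there on Affymetrix (adjusted p = 0.709 and adjusted p = 0.789).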

Numerous ontologies and KEGG pathways that were significantly upregulated in lacrimal tissues of female MRL/lpr and/or male NOD mice have also been linked to Sjögren syndrome. These ontologies encompass such immune system processes as antigen binding, T- and B-cell activation, signaling pathways, cytokine production, chemokine activity, and inflammatory responses, all of which appear to play a role in Sjögren syndrome pathogenesis.^4,58,59^ The increased expression of KEGG pathways related to lysosomes and Fcγ R-mediated phagocytosis was of particular interest, because they have been reported as the only pathways common to the development of the four autoimmune diseases type 1 diabetes mellitus, SLE, multiple sclerosis, and rheumatoid arthritis.^60^

A major question in our research is what triggers the sex-related inflammation in female MRL/lpr and male NOD lacrimal glands. There are a number of possibilities, some of which may be associated with sex chromosomes (i.e., X) and/or sex steroids (i.e., androgens).^5,53^ Thus, several recent studies suggest that the female prevalence of Sjögren syndrome is due to an X-chromosome dose effect, and that individuals with X-chromosome abnormalities like triple X syndrome (47 XXX) and Klinefelter syndrome (47 XXY) have an increased risk for developing the disease.^61–63^ In fact, attention has been drawn to X-chromosome vulnerability as a possible explanation for the high female prevalence of autoimmune diseases in general.^64–67^ Therefore, the genes located on the X-chromosome are especially intriguing. One such gene is moesin, which is significantly upregulated in female MRL/lpr and in male NOD lacrimal tissues. 

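Msn is an X-linked gene, and its sex effect turned between the strains on Affymetrix: the log2 difference, female minus male in NOD less that in MRL/lpr, was -4.09 ± 0.31 (adjusted p = 2.6e-09), n = 3 arrays per group. Its signal averaged 980.0 ± 139 in MRL/lpr females and 284 ± 79.8 in MRL/lpr males (mean ± SD). That MRL/lpr difference is lost when the probe sets of Msn are averaged. Eif2s3x, which escapes X inactivation, was higher in females of both strains on Affymetrix, 2.21-fold (adjusted p = 9.0e-07) in NOD, a difference lost with unscaled signals. Its sex effect differed between strains by 0.33 ± 0.18, which did not pass (adjusted p = 0.298). Moesin is abundant in lymphocytes, and Laptm5, a lysosomal protein of leukocytes that is not X-linked, moved with it, 2.1-fold (adjusted p = 0.00122) in MRL/lpr females and 6.03-fold (adjusted p = 7.8e-09) in NOD males.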

Moesin is a membrane organizing protein that plays a role in immunologic synapse formation, lymphoid cell regulation, and T regulatory cell (Treg) differentiation.^68,69^ In this last regard, there is evidence that a shift in the T helper cell 17 (Th17)/Treg balance toward the proinflammatory Th17 axis contributes to the development of Sjögren syndrome and other autoimmune disorders.^70–73^ The reasons for this shift are not completely known, but may be due, at least in part, to moesin activity and other microenvironmental stimuli.^52^

Another gene of particular interest is the X-chromosome–linked androgen receptor, the expression of which is increased in male MRL/lpr and female NOD lacrimal glands. Androgen receptors are members of the nuclear receptor superfamily of ligand-inducible transcription factors and appear to mediate almost all of the biological actions of androgens.^74,75^ Androgens, in turn, appear to be very important in Sjögren syndrome. For example, testosterone treatment of female MRL/lpr mice causes a dramatic suppression of the inflammation in, and a significant increase in the function of, the lacrimal gland.^5,76^ These effects are analogous to those found in humans, wherein topical or systemic androgen administration significantly decreases dry eye disease signs and symptoms, and stimulates tear flow, in patients with Sjögren syndrome.^5,76^ Indeed, androgen deficiency seems to be a risk factor for the development of lacrimal gland inflammation in women with Sjögren syndrome.^5,76^ In contrast, androgens induce lymphocyte infiltration into the lacrimal glands of NOD mice.^5,77,78^ This anomalous effect appears to be mediated through the lacrimal gland microenvironment,^11^ as well as male-specific factors that cause CD4(+) CD25(+) Foxp3(+) regulatory T-cell dysfunction.^78^ Further, this androgen response differs markedly from the androgen-induced decrease of inflammation in NOD salivary and pancreatic tissues.^11,79,80^

It is noteworthy that acinar and ductal epithelial cells contain the androgen receptors that are the target for androgen activity in lacrimal tissue.^81^ In addition, these cells are thought to be the primary cells involved in the initiation and perpetuation of glandular autoimmune reactivity in Sjögren syndrome.^82^ We hypothesize that this androgen-epithelial cell interaction induces the altered activity of specific genes in lacrimal glands, and leads to the reduction of pathological lesions and an improvement in glandular function in MRL/lpr, and the opposite effects in NOD, mice. Further research is required to test this hypothesis, and to identify those genes that may underlie the sex- and hormonal-regulation of the lacrimal gland in Sjögren syndrome.

How the deposited data were processed for this re-analysis (not part of the article)

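The deposited values were used as they stand on CodeLink: intensities corrected for local background and divided by a factor per array that brings the median near 1. The Affymetrix signals are linear and lie on a different scale in each array, so each array was multiplied to a trimmed mean of 500, the target the paper gives, leaving out 2% at each end. This step was not in the plan, which took the signals to be on that scale already, and it was added once the values had been seen. The closing section gives the results without it, which differ in many places. Values below 0 were set to 0. A probe was tested if it exceeded 0.5 on CodeLink or 100 on Affymetrix in at least 3 of the 12 arrays of the platform and had at least 2 values in each group. Control spots were left out. This left 13105 CodeLink probes for 8728 genes and 16167 Affymetrix probe sets for 9552 genes.

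Sex effects were estimated with limma 3.58.1 in R 4.3.3, on log2 of the value plus 0.5 for CodeLink and plus 50 for Affymetrix, with all 12 arrays of a platform in the fit and an intensity trend in the variance. The contrasts were female minus male in each strain and the difference of the strains, NOD minus MRL/lpr. Adjusted p is the Benjamini-Hochberg value over all tested probes, and a difference passed under 0.05. A gene with several probes is represented by the brightest, and probes that name several genes or none were not used for gene statements. A fold is a lower bound where every array of the lower sex lies at background on CodeLink, or at or under 100 on Affymetrix, and that sex is then set to the floor in each array. The p values of single genes are limma values adjusted in this way.

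Gene lists were written from general knowledge, since the ontology and pathway sets behind the paper's tables were not used here. The paper's tables of increased genes had been read by then and were not copied, but the lists hold many of their genes. A list test on these arrays is thus not independent of the paper's own selection. Of 37 lists, 36 had at least 3 measured members and were tested with camera, with a preset correlation between genes of 0.0100, and adjusted over the lists within each comparison. The test asks whether members differ from the remaining genes, so it can call a list whose own mean is near 0. The list of erythrocyte genes had too few measured members. Some genes belong to more than a single list. The ± of a list's mean is the standard error over its members, which treats genes measured in the same pools as independent.

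The fit, threshold, filters, lists and the alternatives in the closing section were set before the data were examined, apart from the scaling of the Affymetrix arrays, the fit without it, and a CodeLink fit with all spots of the array files, which were added after the data had been seen. Genes were named by a rule set at the same time: those in the paper's text, up to 5 largest differences per comparison and direction without overlap of the sexes, and up to 4 members of each list with the smallest p, or members that the paper's tables name. Values in the paper's tables had been seen by then. The largest differences were named because of their values and tend to be overestimates.

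To see what such a fit can find, arrays were simulated as independent noise around each probe's mean, with its estimated spread. In MRL/lpr females, 100 probes at random were given each size of change, and no other probe was changed. Many more probes pass in the real data, which makes the adjusted threshold less strict there, so recovery can differ. A log2 change of 1 in MRL/lpr was recovered for 77% of them on CodeLink and 50.0% on Affymetrix, and a change of 2 for 99% and 87%. A gene that did not pass is therefore not shown to be equal in the sexes.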

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

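The tests of gland cell share and the scaling of the Affymetrix arrays were chosen after the data had been seen, and the other tests here before.

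The results marked for a closer look are sex effects that differ between the strains. There were 2737 such probes on CodeLink and 1654 on Affymetrix. As log2, female minus male in NOD less that in MRL/lpr, the lists had means on CodeLink of -1.08 (adjusted p = 1.3e-07) for inflammatory genes, -1.24 (adjusted p = 2.2e-07) for chemokines, -1.44 (adjusted p = 2.4e-12) for antigen processing and 0.26 (adjusted p = 0.00281) for ribosomal proteins. On Affymetrix they were -1.70 (adjusted p = 3.6e-14), -1.93 (adjusted p = 1.3e-17), -1.62 (adjusted p = 8.3e-17) and 0.26 (adjusted p = 0.00551), with -0.65 (adjusted p = 1.6e-06) for lysosomal genes. The ribosomal difference is lost with an estimated correlation on CodeLink (adjusted p = 0.164) and on Affymetrix (adjusted p = 0.427), and on both with quantile normalization. With CodeLink spots at background set missing, the inflammatory difference falls to -0.31 and no longer passes, over the members that keep a value in every array. Without scaling, the median strain difference of the tested Affymetrix probes shifts by -0.82 and the ribosomal difference turns to -0.84.

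Among genes named in the paper, Ctss had -3.45 (adjusted p = 8.6e-06) on CodeLink and -4.15 (adjusted p = 1.5e-11) on Affymetrix, Cxcl13 -5.11 (adjusted p = 8.5e-08) and -4.86 (adjusted p = 2.5e-11), Blnk -1.91 (adjusted p = 0.000400) and -2.55 (adjusted p = 2.0e-06), and Trim21 -1.11 (adjusted p = 0.00378) and -1.98 (adjusted p = 0.000104). Ccl19 had -4.78 (adjusted p = 5.7e-06) and Kmo -2.92 (adjusted p = 4.5e-06) on CodeLink, the size of the latter uncertain because the lower sex of each strain lies at background, and Msn -4.09 (adjusted p = 2.6e-09) and Mup5 12.43 (adjusted p = 1.8e-13) on Affymetrix. The MRL/lpr sex differences of Msn and Trim21 on Affymetrix are lost when their probe sets are averaged.

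Relabelling the arrays cannot weigh the numbers of probes whose sex effect differs between the strains. A split that mixes the sexes within a strain adds the sex effects to the spread among arrays, which lowers its calls. Of 100 relabellings, 2 gave as many CodeLink probes as the real labels, the real labels among them. The other is the exchange of the MRL/lpr sexes, which turns sex effects shared by the strains into strain differences, with 4180.0 probes, and the next highest is 1249. On Affymetrix it was 2 of 100, with 2440.0 for the exchange and 477 next. As many genes higher in MRL/lpr females and NOD males as with the real labels arose in 1 of 100, the real labels, with 63 as the highest other, and in 2 of 100 for the opposite set, with 331 when both exchanges were made. The next highest was 0 for both sets, since other splits within a strain called 0 CodeLink probes. The relabelling therefore cannot weigh these overlaps, which need calls in both strains.

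Scaling of the arrays does not account for the reversal of the inflammatory list on CodeLink, where its strain difference was -1.08 ± 0.24 after quantile normalization. This test was made on CodeLink alone. A lower share of gland cells in NOD males would raise the markers of every other cell type there alike. Markers of myoepithelial cells, adipocytes, endothelium, nerve and fibroblasts averaged -0.03 ± 0.07 (54 genes) in NOD on CodeLink and immune markers -1.18 ± 0.12 (56 genes), female minus male, a gap of 1.16 ± 0.14, and on Affymetrix -0.16 ± 0.09 (64 genes) and -1.51 ± 0.12 (68 genes). The other types and the immune markers moved apart by more than their spread over genes, which argues against that explanation as the whole of the immune difference in NOD. That spread treats genes of the same pools as independent and does not measure the spread among pools. The other types did not all move alike: in NOD the fibroblast mean lay on the male side and the myoepithelial mean on the female side. In MRL/lpr females a lower share of gland cells stays open: on CodeLink the other types averaged 0.58 ± 0.08 (54 genes) and immune markers 0.48 ± 0.13 (56 genes), a gap of 0.0924 ± 0.152, while on Affymetrix they were 0.46 ± 0.09 (64 genes) and 0.70 ± 0.07 (68 genes), a gap of -0.24 ± 0.11, which goes against it. Secretory genes, which a lower share of gland cells would lower, averaged 0.29 ± 0.16 and 0.16 ± 0.18 in MRL/lpr, within 2 standard errors of 0. In NOD males they were lower as a set on both platforms, as a lower share of gland cells would make them. Quantile normalization ends those NOD calls, and unscaled signals turn the NOD mean on Affymetrix. Whether NOD males have more immune cells, or more transcript in each, was not tested, and counting cells in sections of the same glands would show it.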

How the results depend on the processing

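The scaling of the Affymetrix arrays, the fit without it and the fit with all CodeLink spots were chosen after the data had been seen, and the other settings before. The plan took the Affymetrix signals to be scaled already, so the unscaled fit is the plan applied to the signals as they stand. The paper states a common scale, so the scaled fit is nearer its methods. Scaled ratios gave the paper's values for Ctss (3.03 in MRL/lpr, 6.06 in NOD) and Msn (3.45, 6.32). Trim21 in NOD had 2.19 against 2.71. For H2-K1, given below, the unscaled ratio came nearer the table's value. Unscaled trimmed means of 26.9 to 74.1 met the same filter value of 100. The median of the tested probes then shifted by 0.41 in MRL/lpr and -0.42 in NOD. Apart from that shift, the cause of the changes below was not tested. With all CodeLink spots no count moved by more than 1.5-fold.

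Counts of probes moved with the test. A t-test as in the methods, without adjustment, gave 1696 CodeLink and 1545 Affymetrix probes higher in MRL/lpr males, 1822 Affymetrix probes higher in NOD females, 308 genes higher in MRL/lpr males on both platforms and 119 genes higher in MRL/lpr males and NOD females. With adjustment the same test gave 917 CodeLink probes higher in MRL/lpr females, 1349 in NOD females and 892 in NOD males, and on Affymetrix 77, 146, 452 and 661 in MRL/lpr females and males and NOD females and males. Without an intensity trend, Affymetrix gave 727 probes higher in MRL/lpr females and 694 in NOD females. Setting CodeLink spots at background to missing left 741 probes higher in NOD males, 239 genes higher there on both platforms and 182 genes shared by MRL/lpr females and NOD males.

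Unscaled Affymetrix signals gave 540.0 probes higher in MRL/lpr females, 61 in MRL/lpr males, 39 in NOD females and 602 in NOD males, and 834 with a sex effect that differs between strains. Genes on both platforms were then 193 and 29 in MRL/lpr females and males and 21 and 167 in NOD. The ribosomal list had a mean of 0.60 (adjusted p = 0.0321) in MRL/lpr and -0.25 (adjusted p = 0.0921) in NOD, the proteasome list 0.57 (adjusted p = 0.248) and -0.24 (adjusted p = 0.0618), and the lysosome list -0.79 (adjusted p = 0.0624) in NOD. The strain difference of the ribosomal list turned to -0.84. Among the genes named here, the Affymetrix sex difference is then lost in MRL/lpr for Apof, Calr, Cd79b, Fasn, Psmb2, Rps9 and Scgb1b27, and in NOD for Acta2, Anxa1, Aqp5, Atp5j, Ddx3x, Eif2s3x, Gusb, Hspa5, Psmd12, Rpl4, Scgb1b27 and Slc12a2. The Affymetrix strain difference is lost for Asgr1 and Pnliprp1.

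With an estimated correlation between genes, in place of the preset value, means stay and calls are lost in MRL/lpr on CodeLink for inflammatory genes (0.54, adjusted p = 0.245), chemokines (0.54, adjusted p = 0.245), antigen processing (0.43, adjusted p = 0.342), ribosome (0.35, adjusted p = 0.245) and proteasome (0.35, adjusted p = 0.464). The same holds in NOD on CodeLink for inflammatory genes (-0.54, adjusted p = 0.0765) and proteasome (0.39, adjusted p = 0.366), and on Affymetrix for the MRL/lpr proteasome (0.19, adjusted p = 0.184), the NOD lysosome (-0.37, adjusted p = 0.0585) and the NOD ribosome (0.36, adjusted p = 0.169). The rotation test fry, which tests a list against no change rather than against the remaining genes, calls the MRL/lpr lysosome on CodeLink (0.21, adjusted p = 0.0185).

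Treating CodeLink spots at background as missing ends the MRL/lpr calls for inflammatory genes (0.068, adjusted p = 0.661), chemokines (0.93, adjusted p = 0.0899), antigen processing (0.49, adjusted p = 0.0618) and proteasome (0.35, adjusted p = 0.0611), and the NOD call for proteasome (0.39, adjusted p = 0.0563). In that setting a list keeps only genes with a value in every CodeLink array, so members at background in any array drop out. The means of the inflammatory, chemokine and antigen processing lists are thus taken over other members. The proteasome means are those of the main fit, so for them the remaining genes and the lists tested changed. The strain difference of T-cell markers on CodeLink turns to 0.17 there, over the markers kept. The NOD proteasome call also ends with quantile normalization (0.052, adjusted p = 0.224) and with normexp correction and quantile normalization (0.057, adjusted p = 0.211). In these settings oxidative phosphorylation in NOD on CodeLink drops to 0.021 and 0.010 and lies below the remaining genes, and the strain difference of the ribosomal list turns to -0.073 in the latter. Averaging over probe sets makes the MRL/lpr ribosomal list pass on Affymetrix (0.13, adjusted p = 0.00975).

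Leaving out an array at a time gave 1178 to 1615 CodeLink probes higher in MRL/lpr females, lowest without MRL/lpr female replicate 1, and 221 to 324 such genes on both platforms, where the same array and MRL/lpr male replicate 3 (237) lower the count by more than the margin. Genes higher in MRL/lpr males and NOD females on CodeLink numbered 40 to 78, with 41 without MRL/lpr female replicate 2, 41 without MRL/lpr male replicate 1 and the lowest without MRL/lpr male replicate 2. The MRL/lpr proteasome list on CodeLink ranged from 0.25 to 0.40 and is lost without MRL/lpr male replicate 3 (adjusted p = 0.0704). The MRL/lpr ribosomal list on Affymetrix ranged from 0.025 to 0.14 and passes without female replicate 1 (0.11), female replicate 3 (0.14), male replicate 2 (0.13) or male replicate 3 (0.12).

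Within a strain only 10 splits of the arrays exist, too few for a share under 0.05. The real split had the most called probes in each case, 1 of 10 on CodeLink and 1 of 10 on Affymetrix in MRL/lpr and 1 of 10 and 1 of 10 in NOD, and likewise 1 of 10 and 1 of 10 for genes called on both platforms. The real values were 2859, 2068, 4370, 2401, 558 and 783, and the highest others 0, 3, 0, 0, 0 and 0. Replicate numbers do not pair the sexes: correlations of array deviations ranged from -0.0382 to 0.113, and the own number was the best match in 6 of 12. Across platforms it was the best match in 11 of 12, from 0.0126 to 0.305 over 6370 genes.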

Differences from the paper's values

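The scaling of the Affymetrix arrays and the fit without it were chosen after the data had been seen, and the other settings before. The paper uses an unadjusted t-test and the counts here need an adjusted p from limma, so the thresholds differ. Values of the paper's tables were read by eye from pictures.

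In Table 1 the paper has about 1900 genes, as the table calls them, higher in MRL/lpr males on CodeLink, read by eye. Here 1057 probes passed, or 664 named genes when each is counted by its brightest probe, and it is open which unit the table has. Of the alternatives, a fit to the arrays of the strain alone (1299) and the methods' t-test (1696) come near. In Table 4 it has about 270 genes higher in NOD males on both platforms, read by eye, against 420.0. A smaller pseudocount (389), no filter (382), a stricter filter (392), the arrays of the strain alone (373), no intensity trend (383), spots at background set missing (239) and leaving out any NOD array (301 to 372) are near enough. Table 4 has about 4 genes in opposite directions in NOD, read by eye, against 32, and the alternatives gave 11 to 69.

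The text of the paper gives 187 genes higher in MRL/lpr males and NOD females, and 63 were found here, with 40 to 119 over the alternatives. It gives 26 shared inflammatory genes, against 14 here and 9 to 17 over the alternatives. The gene set behind the paper's number is an ontology that was not used here, so the lists are not the same.

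The pathway counts also rest on different lists. For lysosome genes higher in NOD males on Affymetrix the paper gives 25, against 14, and the methods' t-test gives 21. For ribosome genes higher in females it gives 47 on CodeLink in MRL/lpr, against 21, 17 on Affymetrix in MRL/lpr, against 4, and 59 on Affymetrix in NOD, against 14. No alternative reaches these. None could reach 59, since the list used here has fewer measured members than that on Affymetrix. For proteasome genes it gives 22 on CodeLink and 10 on Affymetrix in MRL/lpr, against 7 and 3, with no alternative near. In NOD it gives 21 on CodeLink, against 13, and 20 on Affymetrix, against 11. On CodeLink a stricter filter, a replicate block, spots at background set missing, averaging over probes and leaving out NOD male replicate 2 (each 14), leaving out NOD female replicate 3 (15) and the methods' t-test (18) come nearer. On Affymetrix the arrays of the strain alone (14) and the methods' t-test (16) do.

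Some ratios in the paper's tables, all read by eye, match another probe set of the gene than the brightest. They are compared as plain ratios of group means, as in the paper, also where the lower sex lies under the filter value, as for Ciita in NOD females. Table 7 has about 2.0 for Ccr2 in MRL/lpr females on Affymetrix, against 1.17, and another probe set gives 2.03. Leaving out MRL/lpr female replicate 3 (1.36), male replicate 1 (1.23) or male replicate 3 (1.40) moves the value nearer. Table 12 has about 11 for H2-K1 in NOD males, against 7.23, where another probe set gives 10.5, quantile normalization 7.89, leaving out NOD female replicate 2 8.03, female replicate 3 7.41, male replicate 1 7.5 or male replicate 2 7.48, and unscaled signals, chosen after seeing the values, 11.1. The same table has about 3.2 for Ciita, against 5.04, where another probe set gives 3.18, quantile normalization 4.74, and leaving out NOD female replicate 3 3.94, male replicate 2 3.82 or male replicate 3 4.31. For Cd8a it has about 4.1, against 1.73, where another probe set, and the stricter filter that selects it, give 4.08, and leaving out NOD female replicate 2 gives 3.25. Table 13 has about 2.5 for Cxcl16 in MRL/lpr females, against 1.51, where another probe set gives 2.49 and leaving out MRL/lpr female replicate 3 gives 1.75.

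For other genes the direction differs. Table 8 lists Hmox1 as higher in NOD males on Affymetrix, about 2.3, read by eye, and here the male over female ratio is 0.441, which is 2.27 as female over male. Anxa1, about 2.1 in the same table, has 0.474, or 2.11 as female over male. The inverse has the size of the table's value in both, and no alternative changes the direction. Cx3cr1 on CodeLink is about 2.3 in MRL/lpr females in Table 13 and about 2.4 in NOD males in Table 14, read by eye, against 0.798 and 0.363 here, and no alternative comes near the table's values. The cause was not tested.

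The paper counts 15711, 13265 and 11299 unique genes on CodeLink, Affymetrix and both, and the annotation used here names 10956, 12393 and 9168.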

Other observations

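The tests of brightness, of immune cell share and of the scaling behind the NOD female excess were chosen after the data had been seen, as was the scaling of the Affymetrix arrays.

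Some transcripts typical of the gland's own cells and its stroma also differed by sex. Values of single genes are given for CodeLink and then Affymetrix, n = 3 arrays per sex. Slc12a2, the chloride carrier that drives tear fluid, was higher in females of MRL/lpr, 1.96-fold (adjusted p = 0.00803) and 1.87-fold (adjusted p = 0.00370), and of NOD, 2.91-fold (adjusted p = 0.000416) and 2.15-fold (adjusted p = 0.000565). The water channel Aqp5 was higher in NOD females, 1.85-fold (adjusted p = 0.000186) and 1.87-fold (adjusted p = 0.000510). Lactoperoxidase, Lpo, was higher in MRL/lpr males, 2.06-fold (adjusted p = 0.000512) and 2.27-fold (adjusted p = 7.0e-05). Acta2, the actin of contractile cells, was higher in females of MRL/lpr, 2.06-fold (adjusted p = 0.00165) and 2.08-fold (adjusted p = 7.7e-06), and of NOD, 1.48-fold (adjusted p = 0.0458) and 1.8-fold (adjusted p = 0.000109). Postn, a matrix protein of repair, was higher in MRL/lpr females, 3.5-fold (adjusted p = 0.000291) and 3.52-fold (adjusted p = 2.1e-06). Fap, a protease of activated fibroblasts, was higher in NOD males, at least 2.27-fold (adjusted p = 1.8e-05) and 4.52-fold (adjusted p = 2.9e-08). The fat hormone Adipoq was higher in females of MRL/lpr, 3.43-fold (adjusted p = 0.000106) and 2.32-fold (adjusted p = 0.0204), and of NOD, 2.14-fold (adjusted p = 0.00617) and 2.51-fold (adjusted p = 0.0258). Fasn, which makes fatty acids, was higher in males of MRL/lpr, 2.24-fold (adjusted p = 6.5e-05) and 2.9-fold (adjusted p = 2.7e-06), and of NOD, 1.96-fold (adjusted p = 0.000219) and 2.7-fold (adjusted p = 7.5e-06). Fdft1, a step of cholesterol synthesis, was higher in MRL/lpr females, at least 1.59-fold (adjusted p = 0.00391) and 8.29-fold (adjusted p = 4.8e-08). In NOD, Fdft1 was near background in both sexes on CodeLink and 8.8-fold (adjusted p = 1.1e-08) higher in females on Affymetrix. Hspa5, the chaperone BiP, was higher in NOD females, 1.74-fold (adjusted p = 0.00138) and 1.52-fold (adjusted p = 0.00335). Atp5j, of the ATP synthase, was higher in females of MRL/lpr, 1.68-fold (adjusted p = 0.00165) and 1.83-fold (adjusted p = 4.8e-05), and of NOD, 2.46-fold (adjusted p = 1.3e-05) and 1.71-fold (adjusted p = 0.000113).

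The lists follow as genes higher in females, higher in males and not passing, with the mean log2 difference, female minus male. Lacrimal secretory genes were, in MRL/lpr, 8, 2 and 10 of 20 (8 and 2 over the list alone), mean 0.29, adjusted p = 0.267 on CodeLink and 7, 5 and 8 of 20 (8 and 5 over the list alone), mean 0.16, adjusted p = 0.396 on Affymetrix. The NOD counts were 9, 1 and 10 of 20 (9 and 1 over the list alone), mean 0.49, adjusted p = 0.0336, and adjusted p = 0.196 with an estimated correlation on CodeLink and 5, 1 and 14 of 20 (7 and 1 over the list alone), mean 0.28, adjusted p = 0.0216, and adjusted p = 0.0622 with an estimated correlation on Affymetrix. Quantile normalization ends the NOD calls on both platforms, setting spots at background to missing ends that on CodeLink, and unscaled signals turn the NOD mean on Affymetrix to -0.34. Myoepithelial and smooth muscle genes were, in MRL/lpr, 8, 0 and 3 of 11 (8 and 0 over the list alone), mean 0.73, adjusted p = 0.00140, and adjusted p = 0.245 with an estimated correlation on CodeLink and 5, 0 and 8 of 13 (7 and 0 over the list alone), mean 0.56, adjusted p = 0.000599 on Affymetrix. The NOD counts were 4, 1 and 6 of 11 (4 and 1 over the list alone), mean 0.32, adjusted p = 0.427 on CodeLink and 3, 0 and 10 of 13 (3 and 0 over the list alone), mean 0.29, adjusted p = 0.0523 on Affymetrix. Fibroblast and matrix genes were, in MRL/lpr, 7, 0 and 11 of 18 (7 and 0 over the list alone), mean 0.52, adjusted p = 0.0149, and adjusted p = 0.245 with an estimated correlation on CodeLink and 6, 0 and 14 of 20 (13 and 0 over the list alone), mean 0.63, adjusted p = 7.6e-06 on Affymetrix. The NOD counts were 0, 4 and 14 of 18 (0 and 3 over the list alone), mean -0.28, adjusted p = 0.0166, and adjusted p = 0.196 with an estimated correlation on CodeLink and 0, 5 and 15 of 20 (0 and 6 over the list alone), mean -0.38, adjusted p = 0.00926, and adjusted p = 0.0944 with an estimated correlation on Affymetrix. Adipocyte genes were, in MRL/lpr, 10, 1 and 1 of 12 (10 and 2 over the list alone), mean 0.82, adjusted p = 0.00284, and adjusted p = 0.245 with an estimated correlation on CodeLink and 4, 2 and 5 of 11 (5 and 2 over the list alone), mean 0.47, adjusted p = 0.157 on Affymetrix. The NOD counts were 3, 2 and 7 of 12 (3 and 2 over the list alone), mean 0.075, adjusted p = 0.848 on CodeLink and 2, 2 and 7 of 11 (4 and 2 over the list alone), mean -0.050, adjusted p = 0.948 on Affymetrix. The CodeLink calls for fibroblast genes in NOD and adipocyte genes in MRL/lpr are lost when spots at background are set missing, and the Affymetrix call for fibroblast genes in NOD is lost with unscaled signals.

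Genes of the unfolded protein response and secretory pathway were, in MRL/lpr, 2, 5 and 25 of 32 (2 and 5 over the list alone), mean -0.14, adjusted p = 0.0149, and adjusted p = 0.295 with an estimated correlation on CodeLink and 2, 10 and 25 of 37 (3 and 14 over the list alone), mean -0.27, adjusted p = 8.9e-05, and adjusted p = 0.119 with an estimated correlation on Affymetrix. The NOD counts were 14, 2 and 16 of 32 (16 and 3 over the list alone), mean 0.31, adjusted p = 0.0147, and adjusted p = 0.259 with an estimated correlation on CodeLink and 8, 1 and 28 of 37 (11 and 1 over the list alone), mean 0.20, adjusted p = 0.00276, and adjusted p = 0.169 with an estimated correlation on Affymetrix. Unscaled Affymetrix signals turn the means of this list to 0.21 in MRL/lpr and -0.36 in NOD, and end both calls. Quantile normalization ends the NOD calls on both platforms and brings the CodeLink mean below 0, and setting spots at background to missing ends the CodeLink call too. The MRL/lpr call on CodeLink is lost without MRL/lpr male replicate 1. Oxidative phosphorylation genes were, in MRL/lpr, 8, 0 and 42 of 50 (7 and 0 over the list alone), mean 0.19, adjusted p = 0.131 on CodeLink and 7, 3 and 50 of 60 (7 and 4 over the list alone), mean 0.052, adjusted p = 0.389 on Affymetrix. The NOD counts were 24, 0 and 26 of 50 (24 and 0 over the list alone), mean 0.38, adjusted p = 0.00203, and adjusted p = 0.254 with an estimated correlation on CodeLink and 9, 1 and 50 of 60 (10 and 1 over the list alone), mean 0.16, adjusted p = 0.00207, and adjusted p = 0.169 with an estimated correlation on Affymetrix. Unscaled signals turn the NOD mean on Affymetrix to -0.38. On CodeLink, quantile normalization, alone or after normexp correction, ends the NOD call and brings the mean to 0.021 and 0.010, and setting spots at background to missing ends it too. Further lists did not pass in either strain, here with CodeLink before Affymetrix. Ductal genes were 6, 0 and 8 of 14 (6 and 0 over the list alone) and 2, 1 and 13 of 16 (3 and 3 over the list alone) in MRL/lpr, and 3, 2 and 9 of 14 (3 and 2 over the list alone) and 2, 1 and 13 of 16 (3 and 1 over the list alone) in NOD (lowest adjusted p = 0.131). Cholesterol and fatty acid genes were 5, 4 and 11 of 20 (9 and 7 over the list alone) and 3, 5 and 17 of 25 (5 and 6 over the list alone) in MRL/lpr, and 5, 7 and 8 of 20 (5 and 7 over the list alone) and 2, 5 and 18 of 25 (2 and 5 over the list alone) in NOD (lowest adjusted p = 0.292). Harderian gland genes were 1, 2 and 3 of 6 (1 and 2 over the list alone) and 0, 1 and 3 of 4 (0 and 1 over the list alone) in MRL/lpr, and 0, 2 and 4 of 6 (0 and 2 over the list alone) and 0, 0 and 4 of 4 (0 and 0 over the list alone) in NOD (lowest adjusted p = 0.119). Skeletal muscle genes were 0, 0 and 6 of 6 (0 and 0 over the list alone) and 0, 0 and 8 of 8 (0 and 0 over the list alone) in MRL/lpr, and 0, 1 and 5 of 6 (0 and 0 over the list alone) and 0, 0 and 8 of 8 (0 and 0 over the list alone) in NOD (lowest adjusted p = 0.346). Endothelial genes were 0, 0 and 9 of 9 (0 and 0 over the list alone) and 0, 0 and 14 of 14 (0 and 0 over the list alone) in MRL/lpr, and 0, 1 and 8 of 9 (0 and 0 over the list alone) and 1, 2 and 11 of 14 (1 and 2 over the list alone) in NOD (lowest adjusted p = 0.217). Nerve genes were 1, 0 and 3 of 4 (2 and 0 over the list alone) and 1, 0 and 5 of 6 (2 and 0 over the list alone) in MRL/lpr, and 1, 0 and 3 of 4 (1 and 0 over the list alone) and 0, 0 and 6 of 6 (0 and 0 over the list alone) in NOD (lowest adjusted p = 0.126). Where no call was made, the median, mean and test differ in sign for ductal genes in NOD on CodeLink and in MRL/lpr on Affymetrix, adipocyte genes in NOD, and cholesterol and fatty acid genes in MRL/lpr and, on Affymetrix, NOD.

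Ribosomal genes were higher in females of both strains on CodeLink, a call that an estimated correlation ends in MRL/lpr (adjusted p = 0.245). Array brightness alone would have given opposite signs, since females were the brighter sex in MRL/lpr and the dimmer in NOD, but the means were 0.35 ± 0.04 and 0.62 ± 0.07. The share of infiltrating immune cells alone would have done so too, as macrophage markers had 0.82 in MRL/lpr and -1.02 in NOD. The signs of the ribosomal means were known when these tests were chosen, so the tests restate the pattern. They cannot exclude either explanation within a single strain, or a separate cause in each. Scaling of the arrays may explain part of the ribosomal difference: after quantile normalization the NOD mean was 0.17 ± 0.07. An internal standard of known RNA amount in each array would separate the part due to scaling.

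In NOD on CodeLink more probes were higher in females than in males, 64.1% of those called. Scaling of the arrays may account for much of this excess, since quantile normalization lowers the share to 52.8%. Dim probes near background do not account for it, because the share was 72.7% among the brighter probes and 48.4% among the dimmer.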
